# MUC1-C integrates aerobic glycolysis with suppression of oxidative phosphorylation in triple-negative breast cancer stem cells

**DOI:** 10.1016/j.isci.2023.108168

**Published:** 2023-10-11

**Authors:** Nami Yamashita, Henry Withers, Yoshihiro Morimoto, Atrayee Bhattacharya, Naoki Haratake, Tatsuaki Daimon, Atsushi Fushimi, Ayako Nakashoji, Aaron R. Thorner, Emily Isenhart, Spencer Rosario, Mark D. Long, Donald Kufe

**Keywords:** Molecular biology, Cell biology, Omics, Transcriptomics

## Abstract

Activation of the MUC1-C protein promotes lineage plasticity, epigenetic reprogramming, and the cancer stem cell (CSC) state. The present studies performed on enriched populations of triple-negative breast cancer (TNBC) CSCs demonstrate that MUC1-C is essential for integrating activation of glycolytic pathway genes with self-renewal and tumorigenicity. MUC1-C further integrates the glycolytic pathway with suppression of mitochondrial DNA (mtDNA) genes encoding components of mitochondrial Complexes I–V. The repression of mtDNA genes is explained by MUC1-C-mediated (i) downregulation of the mitochondrial transcription factor A (TFAM) required for mtDNA transcription and (ii) induction of the mitochondrial transcription termination factor 3 (mTERF3). In support of pathogenesis that suppresses mitochondrial ROS production, targeting MUC1-C increases (i) mtDNA gene transcription, (ii) superoxide levels, and (iii) loss of self-renewal capacity. These findings and scRNA-seq analysis of CSC subpopulations indicate that MUC1-C regulates self-renewal and redox balance by integrating activation of glycolysis with suppression of oxidative phosphorylation.

## Highlights

• Enriched CSCs are dependent on MUC1-C for self-renewal capacity and tumorigenicity
• MUC1-C upregulates genes encoding GLUT1, HK2, PGAM1, and other glycolytic enzymes
• MUC1-C represses mitochondrial DNA genes encoding Complexes I–V of the ETC
• CSCs maintain redox balance by MUC1-C-driven regulation of aerobic glycolysis and OXPHOS

## Introduction

The *MUC1* gene evolved in mammals to protect barrier tissues from the external environment.^1^^,^^2^ *MUC1* encodes two subunits that form a heterodimer at the apical cell membrane.^1^^,^^2^ The MUC1 N-terminal (MUC1-N) subunit extends beyond the glycocalyx into a mucous gel that functions as a physical barrier.^1^^,^^2^ The transmembrane MUC1 C-terminal (MUC1-C) subunit is activated by loss of homeostasis and induces inflammatory, remodeling, and repair responses associated with wound healing.^1^^,^^2^ As a result, MUC1-C is imported from the cell membrane to the nucleus, where it interacts with proinflammatory transcription factors (TFs), such as NF-κB and STAT3, and contributes to the regulation of their target genes.^3^^,^^4^ MUC1-C thereby induces the epithelial-mesenchymal transition (EMT) by driving expression of the ZEB1, TWIST1, and SNAIL EMT TFs.^5^ Nuclear MUC1-C also interacts with NF-κB, MYC, and E2F in driving PRC1/2 complexes and epigenetic reprogramming.^6^ In addition, nuclear MUC1-C interacts with E2F1 in activating the SWI/SNF BAF and PBAF chromatin remodeling complexes^7^^,^^8^ and global changes in chromatin architecture.^9^^,^^10^ In principle, these changes are reversible with reestablishment of homeostasis; however, prolonged activation of MUC1-C in settings of chronic inflammation promotes pan-cancer progression.^1^^,^^2^^,^^10^ Along these lines, in TNBC and other types of recalcitrant carcinomas, MUC1-C induces lineage plasticity, self-renewal capacity, and tumorigenicity in concert with driving the cancer stem cell (CSC) state.^5^^,^^11^^,^^12^^,^^13^^,^^14^^,^^15^^,^^16^ Consistent with these findings, MUC1 expression associates poor clinical outcomes across pan-cancers.^17^

TNBCs are enriched in CSCs that contribute to DNA damage resistance, immune evasion, and poor clinical outcomes.^16^^,^^18^^,^^19^ TNBC progression is driven at least in part by metabolic reprogramming^20^^,^^21^; however, little is known in regard to the regulation of TNBC CSC metabolism. Certain TNBC tumors exhibit elevated glucose uptake and a glycolytic gene signature.^22^ In addition, TNBC cell lines grown as monolayers in two-dimensional (2D) culture are dependent on high levels of glycolysis.^23^ As substantiated by this metabolic profile, TNBC tumors and cell lines exhibit upregulation of the GLUT1 glucose transporter, whereas expression of other effectors in the glycolytic pathway is largely heterogeneous.^24^ Downstream to GLUT1, hexokinase 2 (HK2) functions as the rate-limiting enzyme that catalyzes the first step of glycolysis.^25^ Less is known about HK2 expression in TNBC cells, although HK2 is often upregulated in other human cancers and drives their reprogramming to aerobic glycolysis.^25^ Cancer cells are not exclusively dependent on aerobic glycolysis in that mitochondria also play important roles in growth and survival.^26^^,^^27^ Indeed, TNBC cells are at least in part dependent on mitochondrial function.^20^^,^^28^ Oxidative phosphorylation (OXPHOS) is upregulated in TNBC cells with RB deficiency or induction of E2F1,^29^ indicating that oncogenic signaling pathways may dictate reliance on glycolytic vs. OXPHOS activities.

MUC1-C is a pan-cancer oncogenic protein^1^^,^^2^^,^^10^ that has been linked to certain pathways of metabolic regulation.^30^^,^^31^^,^^32^^,^^33^ As one example, MUC1-C activates TP53-inducible regulator of glycolysis and apoptosis (TIGAR) and the pentose phosphate pathway (PPP).^34^ These studies were performed on TNBC and other types of cancer cells grown in 2D culture and thus may not reflect involvement associated with the CSC state. In this way, enriched TNBC CSCs selected by serial passage of mammospheres represent a potential model for identifying MUC1-C dependencies that integrate metabolic reprogramming with self-renewal capacity. The present studies demonstrate that MUC1-C is necessary for activation of the aerobic glycolytic pathway and suppression of OXPHOS in driving the TNBC CSC state.

## Results

### Serially passaged TNBC CSCs are dependent on MUC1-C for self-renewal

Studies of TNBC CSCs have been hampered by challenges using cell surface markers in purifying this cell population.^35^^,^^36^ Nonetheless, isolation of CSCs as defined functionally has been advanced by growth in serum-free conditions to maintain the undifferentiated CSC state.^37^^,^^38^ Accordingly, we enriched TNBC CSC populations based on the functional capacity to form mammospheres. Using this approach, BT-549 TNBC cells growing in 2D culture were established as serial passage 1 (S1) mammospheres (Figure 1A). These mammosphere cells (>100 μm) were then isolated and serially passaged for up to S10 mammospheres (Figure 1A). With each passage, we observed progressive increases in sphere size (Figure 1A), sphere forming efficiency (SFE) as the percentage of functional CSCs (Figure 1B), and proliferation rate (Figure S1A). As a second model, similar results were obtained with MDA-MB-436 TNBC cells; that is, increases in mammosphere size (Figure 1C), SFE (Figure 1D), and proliferation rate (Figure S1B). BT-549 cells are recognized for lacking the capacity to form tumors in immunocompromised mice. The basis for this deficiency has remained unclear. Nonetheless, implanting BT-549 S8 sphere cells in 3 of 3 NSG mice resulted in the formation of tumor xenografts (Figure 1E), indicating that enrichment of BT-549 cells for anchorage-independent growth increases their propensity for forming tumors, albeit not as efficiently as in other cancer models. In addition, serial passage of fragments from these founding xenografts readily formed tumors for further study (Figure S1C). Unlike BT-549 cells, MDA-MB-436 cells grown as 2D monolayers form tumors in nude mice. We therefore examined the effects of serial dilutions on the capacity of MDA-MB-436 2D and S8 cells to establish tumors. The results showed that MDA-MB-436 S8 sphere cells are more efficient in forming tumors (Figure S1D), further supporting the selection of TNBC CSCs as defined functionally in serially passaged mammospheres. MUC1-C promotes lineage plasticity and self-renewal of TNBC cells grown in 2D culture^5^; whereas, it is not known if serially passaged TNBC CSCs have similar dependencies. We found that silencing MUC1-C in BT-549 and MDA-MB-436 cells suppresses self-renewal capacity as evidenced by decreases in mammosphere formation (Figures 1F, S1E, and S1F). In confirming that MUC1-C is necessary for CSC self-renewal, we used a second MUC1shRNA#2 which similarly decreased mammosphere formation (Figures S1G and S1H). In addition, rescuing MUC1-C expression with a tet-MUC1-C cytoplasmic domain (MUC1-C/CD) expressing vector (Figure S1I) reestablished the capacity for forming mammospheres (Figure S1J). MUC1-C/CD includes a CQC motif that is required for MUC1-C dimerization, nuclear localization and oncogenic function.^1^ Treatment of BT-549 and MDA-MB-436 cells with the GO-203 inhibitor, which blocks the CQC motif, markedly suppressed mammosphere formation (Figures 1G and S1K), further indicating that MUC1-C is necessary for CSC self-renewal. Along these lines, MUC1-C expression was increased in lysates from BT-549 3D (S1) vs. 2D cells (Figure 1H). With serial passage (S3), MUC1-C levels declined to those observed in 2D cells (Figure 1H) coincident with increases in the chromatin fraction. Subsequent studies are therefore underway to assess the functional significance of MUC1-C localization to chromatin in association with progression of the CSC state. In regard to CSC markers, CD44^high^/CD24^low^ cell surface expression has been used to isolate BC CSCs^39^; however, more recent work has indicated this population is a heterogeneous spectrum of EMT phenotypes.^36^ Compared to 2D cells, serially passaged 3D CSCs exhibited upregulation of the (i) ZEB1 and TWIST1 EMT-TFs that contribute to the CSC state,^36^ (ii) BMI1/PRC1 stemness marker,^40^ and (iii) SOX2 and MYC, which have also been linked to driving TNBC CSCs^41^^,^^42^(Figure 1H). Significantly, expression of these effectors in CSCs was suppressed by silencing MUC1-C (Figure 1I, left) and by targeting MUC1-C with GO-203, which blocks MUC1-C function in the absence of having an effect on MUC1-C levels (Figure 1I, right). Moreover, GO-203 treatment of mice bearing passaged BT-549 CSC xenografts inhibited tumor growth (Figures 1J and S1L), confirming that MUC1-C is necessary for self-renewal and tumorigenicity.

**Figure 1:**
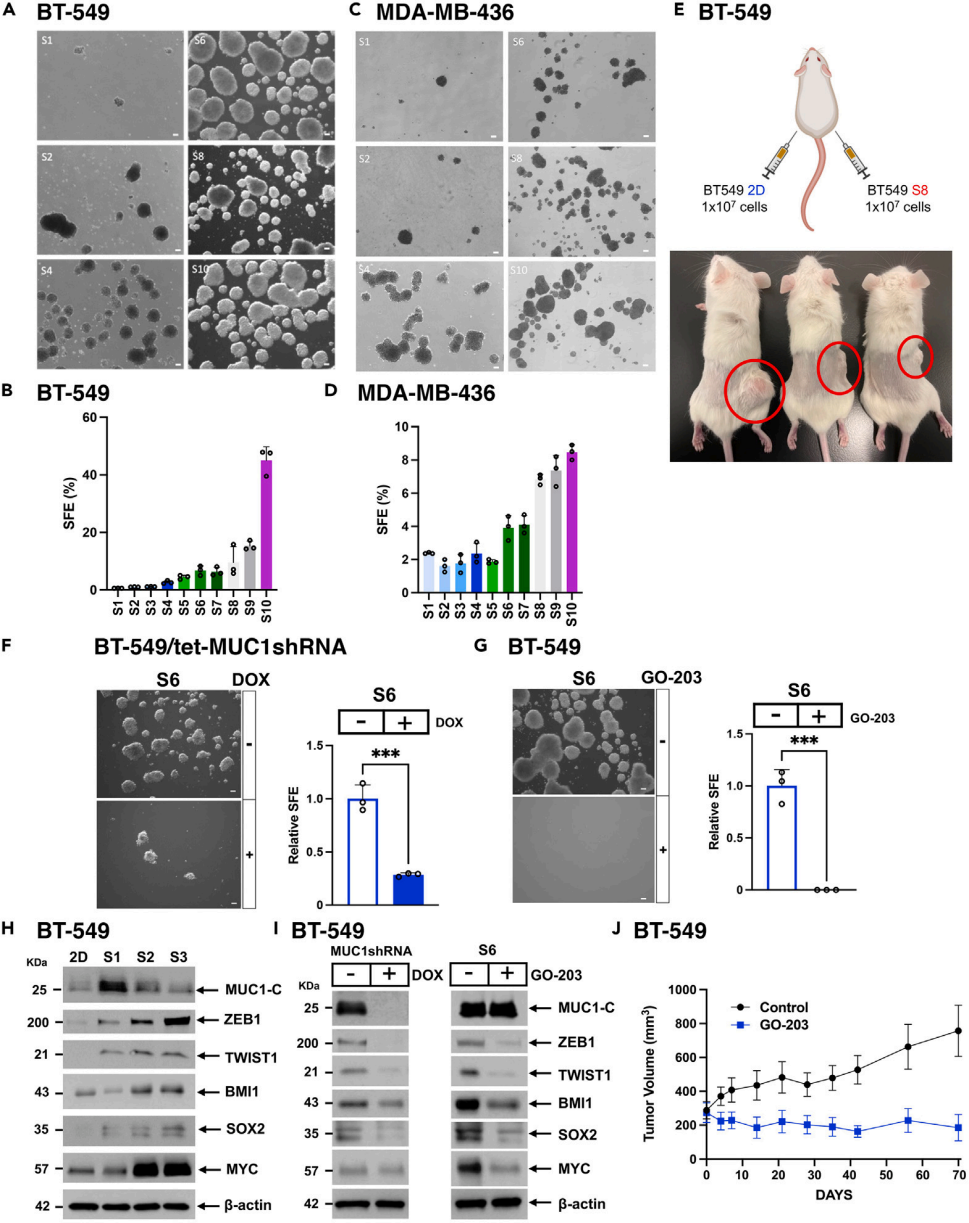
Serial passage of TNBC mammospheres selects for MUC1-C-dependent CSC populations (A and B) BT-549 cells growing as monolayers were seeded in mammosphere culture medium. After 10 days, the sphere 1 (S1) cells were isolated and reseeded for selection of S2 cells. Photomicrographs are shown for the serially passaged mammospheres up to S10. Scale bar: 100 μm. (A). The sphere forming efficiency (SFE) was determined by the percentage of cells that formed mammospheres as a function of the number of seeded cells. SFE is expressed as the % (mean ± SD of three determinations) (B). (C and D) MDA-MB-436 cells serially passaged as mammospheres are shown in the indicated S1-S10 photomicrographs. Scale bar: 100 μm. (C). SFE is expressed as the % (mean ± SD of three determinations) (D). (E) BT-549 2D and S8 mammosphere cells (10 × 10^6^) were implanted into left and right flanks, respectively, of NSG mice. Shown are tumors at 5 months after implantation. (F) BT-549/tet-MUC1shRNA 3D cells treated with vehicle or DOX for 7 days were analyzed for sphere formation. Shown are photomicrographs of representative mammospheres. Scale bar: 100 μm. (left). The relative SFE is expressed as the mean ± SD of three determinations as compared to that obtained for vehicle-treated cells (assigned a value of 1) (right). Asterisks represent  ∗∗∗p ≤ 0.001. (G) BT-549 3D cells were treated with vehicle or 2.5 μM GO-203 for 3 days. Shown are photomicrographs of representative mammospheres. Scale bar: 100 μm (left). The relative SFE is expressed as the mean ± SD of three determinations as compared to that obtained for vehicle-treated cells (assigned a value of 1) (right). Asterisks represent ∗∗∗p ≤ 0.001. (H) Lysates from BT-549 cells grown in 2D culture and as serially passage mammospheres (S1-S3) were immunoblotted with antibodies against the indicated proteins. (I) Lysates from BT-549/tet-MUC1shRNA 3D cells treated with vehicle or DOX for 10 days were immunoblotted with antibodies against the indicated proteins (left). Lysates from BT-549 3D cells were treated with vehicle or 2.5 μM GO-203 for 3 days were immunoblotted with antibodies against the indicated proteins (right). (J) NSG mice with established BT-549 3D cell tumors were treated intraperitoneally with PBS or GO-203 (12 μg/gm body weight) each day for 70 days. Tumor volumes are expressed as the mean ± SEM for 6 tumors.

### MUC1-C regulates glycolytic genes in TNBC CSCs

Having established MUC1-C dependency of TNBC CSCs, we then investigated how MUC1-C promotes TNBC cell stemness by performing RNA-seq on BT-549 S6 3D cells. 

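BT-549 is an established TNBC cell line, and 3D cells are its mammospheres after serial passage. Total RNA from 21 cultures was sequenced as stranded, paired-end mRNA libraries. Each of 7 conditions had 3 cultures: 2D cells, 3D cells at passage 6, such 3D cells treated with 0.75 μM GO-203, and vehicle- or DOX-treated mammospheres of the tet-MUC1shRNA and tet-MYCshRNA lines. GO-203 blocks the CQC motif of the MUC1-C cytoplasmic domain, and DOX switches on the shRNA in the tet lines. The tet-MUC1shRNA mammospheres, also at passage 6, received 0.1% DMSO or 500 ng/ml DOX, the latter for 10 days. The authors aligned the reads to GRCh38 with STAR and deposited the number of reads that featureCounts assigned to each of 42339 genes, without normalization. Total counts per library ranged from 43861798 to 57993265 in 2D cells (median 56848031) and from 49659124 to 67272436 in 3D cells (median 51997252). GO-203-treated 3D cells had 38026597 to 60811393 counts (median 44683916). The tet-MUC1shRNA libraries had 41132120 to 53548353 counts with vehicle (median 44546762) and 39652897 to 67725005 with DOX (median 53201635). Counts were scaled by edgeR's TMM factors, genes with low counts were removed by its filterByExpr function, and each pair of conditions was fitted on its own with the quasi-likelihood test and Benjamini-Hochberg adjustment.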

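MUC1 (ENSG00000185499.16) lies on chromosome 1 of GRCh38 from 155185824 to 155192916. In the 3 vehicle-treated tet-MUC1shRNA libraries it was counted at 101, 83.2 and 86.6 CPM (normalized counts relative to library size), scaled over the 21 libraries. The 3 DOX-treated libraries of that line had 19.7, 21.2 and 23.3 CPM. The log2 fold change was -2.06 (standard error 0.07, adjusted p = 3.0e-15 from edgeR's quasi-likelihood test). MUC1 was at 54.1 ± 2.19 CPM (SD, n = 3) in 2D cells and at 207 ± 21.8 (SD, n = 3) in 3D cells, a log2 fold change of 1.93 (standard error 0.08, adjusted p = 1.8e-12 from the same test). GO-203-treated 3D cells had 255 ± 10.2 CPM of MUC1 (SD, n = 3), a log2 fold change of 0.33 over 3D cells (standard error 0.07, adjusted p = 0.00191 from edgeR's test).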

Comparison of global transcriptional profiles in 3D vs. 2D cells demonstrated broad changes in gene expression (3070 DEGs; false discovery rate (FDR) < 0.10, fold change (FC) > 1.5), with 1,701 downregulated (DN) and 1,369 upregulated (UP) genes (Figure 2A). Furthermore, silencing MUC1-C in 3D cells demonstrated 1,678 DEGs with 604 downregulated and 1,074 upregulated genes (Figure 2A). 

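Of the 19190 genes tested between 3D and 2D cells, 3107 passed an adjusted p of 0.1 in edgeR's quasi-likelihood test together with an absolute log2 fold change above 1.5, the threshold in the legend of Figure 2A. They divided into 1324 upregulated and 1783 downregulated genes. The biological coefficient of variation between replicate cultures was 0.0895, and 12223 genes passed the adjusted p alone. Of the called genes, 1521 had a mean count of at least 100 and groups of 3 libraries that did not overlap. Chance alone separates the groups for 10% of genes that are not chosen by a test or a count. Replacing the log2 threshold by an absolute fold change above 1.5, as the results text gives it, moved the count most, to 7489 genes. With DESeq2 in place of edgeR, 4106 genes were called, of which 3044 were among the 3107. That fit also left out the filterByExpr step, so the difference cannot be assigned to the test alone. With the replicate number as a block, 3138 genes were called. Cultures with the same replicate number did not deviate together, with a mean correlation across genes of -0.02. When each library was left out in turn, between 3419 and 3661 genes were called.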

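In DOX-treated against vehicle-treated tet-MUC1shRNA mammospheres, 19220 genes were tested and 1695 passed the same thresholds of edgeR's test. Of these, 1103 were upregulated and 592 downregulated, and 11962 genes passed the adjusted p alone. Replicate cultures varied less than in the 3D vs. 2D comparison, with a biological coefficient of variation of 0.0637. Non-overlapping groups and a mean count of at least 100 were found for 604 of the called genes. The replicate block gave 1726 genes, where same-numbered cultures correlated at 0.02 on average. Leaving out each library in turn gave 1854 to 2153 genes. Without any low-count filter the count was 2606, and with at least 10 counts required in every library it was 820. Scaling by library size alone, which shifts the median log2 fold change of all genes by 0.17, gave 1807 genes, and 74.7% of them were upregulated against 65.1% with TMM factors.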

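Over the 17727 genes tested in both comparisons, 179 were upregulated in 3D vs. 2D cells and downregulated on MUC1 silencing by the thresholds above, against 38.7 expected if the calls were independent (odds ratio 7.30, two-sided Fisher's exact test, p = 1.7e-73). Genes, however, are not independent replicates, and the test compares lists within these libraries. The opposite group, downregulated in 3D cells and upregulated on silencing, held 258 genes against 53.0 expected. Upregulated in both comparisons were 119 genes against 51.9 expected, and 90 were downregulated in both against 39.5, so each of the 4 groups exceeded its expected count. The comparisons share no library. The replicate block gave 178 shared genes, where same-numbered cultures correlated at -0.02 in 2D and 3D cells and at 0.02 in the tet-MUC1shRNA line. Between 178 and 187 genes were shared when each of the 12 libraries was left out in turn. An absolute fold change above 1.5 in place of the log2 threshold moved the count most, to 870.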

Among 1,369 upregulated genes in 3D and 604 downregulated genes in MUC1-C silenced 3D cells, we identified 186 shared genes (Figure 2B, left). 

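The glycolysis genes printed in Figure 2E, 39 in all, stand here for the pathway, and 33 of them were tested in both comparisons. Among the 179 genes upregulated in 3D cells and downregulated on MUC1 silencing were 11 of these 33, against 0.333 expected (odds ratio 52.1, two-sided Fisher's exact test, p = 1.3e-14). They included SLC2A1, SLC2A3, HK2, ALDOA, GAPDH and ENO2. SLC2A3 changed most, with a log2 fold change of 7.34 in 3D cells and -5.75 on silencing. GAPDH has 65 annotated pseudogenes named after it and ALDOA shares 42.8% of its exon bases with another gene on the same strand, so reads of either could have been lost or counted elsewhere. A fit with the replicate block again gave 11, and the replicate numbers carried no pairing (mean correlations -0.02 and 0.02). It stayed at 11 in each of the 12 fits that left out a library, and was lowest, at 9, among the other alternatives.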

Within the 186 inversely regulated and overlapping genes, there was notable representation of genes related to the glycolysis pathway (Figure 2B, right). Accordingly, we assessed the top affected pathways (i) enriched in 3D cells and (ii) depleted in both MUC1-C-silenced or GO-203-treated 3D cells by gene set enrichment analysis (GSEA) and gene set variation analysis (GSVA). 

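The Hallmark gene sets were not used here, and the 39 glycolysis genes of Figure 2E were tested in their place with fgsea, on genes ranked by the signed square root of edgeR's quasi-likelihood F. In 3D vs. 2D cells the 33 tested genes had a normalized enrichment score of 2.25 (adjusted p = 1.1e-08 over 16 list tests, by fgsea's permutation of genes). Of the 33, 31 were upregulated and 0 downregulated at an adjusted p of 0.1 from edgeR's test over all genes, and 31 and 0 when adjusted over the list alone. Their median log2 fold change was 1.21. On MUC1 silencing the score was -2.33 (adjusted p = 6.0e-09, same permutation), with 26 of 34 tested genes downregulated and 1 upregulated, or 27 and 1 over the list alone, and a median log2 fold change of -0.67. Blocking on the replicate number gave scores of 2.21 and -2.36, and same-numbered cultures correlated at -0.02 and 0.02. Among the alternatives set beforehand, DESeq2 in place of edgeR, which also left out the filterByExpr step, moved the silencing score most, to -2.05. The list was read from a figure drawn from these libraries, and the permutation treats its genes as independent. Of the 4 splits of each comparison's libraries that part every same-numbered pair, 4 gave a score as far from 0 in 3D vs. 2D cells and 2 on MUC1 silencing, the real split included. The other splits mix both conditions unequally in their groups and keep part of the real difference. Their scores therefore do not show what chance alone would give.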

We found that the gene sets related to glycolysis, as well as the MYC signaling pathway, are significantly enriched in 3D and conversely repressed with MUC1-C targeting under 3D conditions (Figures 2C, S2A, and S2B). 

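3D cells with and without GO-203 were compared over 18488 genes, and 140 of them passed the thresholds of edgeR's test, 92 upregulated and 48 downregulated. Many more, 4452, passed the adjusted p of 0.1 alone, since most changes were small. The biological coefficient of variation was 0.0873. A mean count of at least 100 together with groups that did not overlap was found for 19 of the 140, and the count requirement lowers this number, so the 10% of unselected genes that chance separates is no baseline for it. A replicate block called 150 genes, and same-numbered cultures correlated at 0.06. Leaving out each library in turn gave 144 to 196 genes, with 73 to 147 upregulated and 48 to 71 downregulated. DESeq2 in place of edgeR called 72 genes, all among the 140, and a fit of the 21 libraries together called 254. The glycolysis genes of Figure 2E had a normalized enrichment score of -2.37 (adjusted p = 2.0e-07, fgsea's permutation of genes) and -2.39 with the block. Downregulated at an adjusted p of 0.1 were 19 of the 33 tested, and 0 were upregulated over all genes and 1 over the list alone. Their log2 fold changes ran from -0.58 to 0.33 with a median of -0.21, so the shift was shared by many genes and small in each. The same 3D libraries serve as the group without GO-203 here and as the 3D group against 2D cells.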

We initially focused on glycolysis and further identified by GSEA of the BT-549 3D cell datasets that multiple glycolysis-related signatures are suppressed by targeting MUC1-C genetically and pharmacologically (Figure 2D). TNBC cells have been associated with upregulation of *SLC2A1*; whereas expression of *HK2* and other genes encoding effectors in the glycolytic pathway has been largely heterogeneous.^25^ 

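SLC2A1 (ENSG00000117394.24) lies on chromosome 1 of GRCh38 from 42925353 to 42958893. It rose from 17.0 ± 1.32 CPM (SD, n = 3) in 2D cells to 145 ± 2.27 (SD, n = 3) in 3D cells, a log2 fold change of 3.09 (standard error 0.07, adjusted p = 1.3e-15 from edgeR's quasi-likelihood test). On MUC1 silencing it went from 148 ± 25.9 to 42.2 ± 3.11 CPM (SD, n = 3 each), a log2 fold change of -1.81 (adjusted p = 2.4e-13, same test). GO-203 lowered it by less, with a log2 fold change of -0.45 (standard error 0.06, adjusted p = 1.5e-05). The phosphofructokinase genes PFKM, PFKL and PFKP had log2 fold changes of 0.52, 1.10 and 1.37 in 3D cells, of -0.32, -1.03 and -0.85 on MUC1 silencing, and of -0.32, -0.37 and -0.32 under GO-203. ALDOA changed by 1.88, -1.93 and -0.48 in these comparisons, and ALDOC by 3.79, -2.83 and -0.19. For ENO2 the log2 fold changes were 3.10, -3.24 and -0.43, and for ENO1 0.62, -0.26 and -0.17. The highest adjusted p among these 24 changes was 0.0288 in edgeR's test, for ALDOC under GO-203. That call was lost in 1 of 8 other alternatives and in 2 of the 6 fits that left out a library. ENO1 under GO-203 lost its call in 1 of the fits that left out a library. Each of the 24 kept its direction in those fits, and the libraries of its groups did not overlap. Fitted with the replicate block, SLC2A1 had log2 fold changes of 3.09, -1.80 and -0.45, and same-numbered cultures correlated at -0.02, 0.02 and 0.06 in the respective comparisons.

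**Figure D1:**
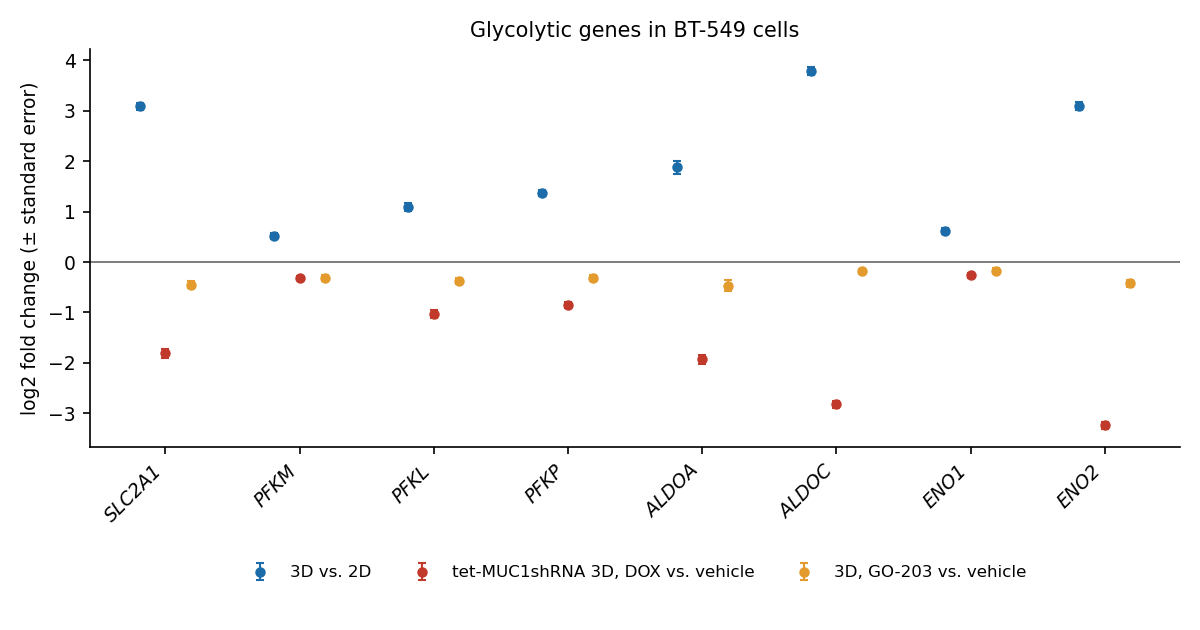
Log2 fold change (vertical axis, points with standard errors) of 8 glycolytic genes in 3D vs. 2D cells, in DOX- vs. vehicle-treated tet-MUC1shRNA mammospheres and in 3D cells with vs. without GO-203 (n = 3 cultures per group). Points for 3D vs. 2D cells sit above 0, between 0.52 and 3.79, and those for MUC1 silencing and GO-203 sit below it, between -3.24 and -0.17.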

Here, we identified multiple glycolytic genes upregulated in 3D vs. 2D cells and downregulated by targeting MUC1-C, which included (i) *SLC2A1* encoding the GLUT1 glucose transporter, (ii) *PFKM/L/P* that encode isoforms of 6-phosphofructokinase necessary for generating fructose 1,6-bisphosphate, (iii) *ALDOA/C,* and (iv) *ENO1/2* encoding enzymes that catalyze the penultimate step in glycolysis^43^ (Figures 2E and S2C). In addition, we found that phosphoglycerate mutase 1 (PGAM1), an important effector of glycolysis, the oxidative PPP, and the serine biosynthesis pathway,^44^ is upregulated in 3D cells by a MUC1-C-mediated mechanism (Figures 2E and S2C). 

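PGAM1 (ENSG00000171314.9; chromosome 10, 97426191 to 97433444, GRCh38) was at 252 ± 6.41 CPM in 2D cells and 339 ± 12.1 in 3D cells (SD, n = 3 each). That difference is a log2 fold change of 0.43 (standard error 0.05, adjusted p = 3.1e-06 from edgeR's quasi-likelihood test). MUC1 silencing had a larger effect, from 302 ± 28.3 to 51.4 ± 1.65 CPM (SD, n = 3 each), a log2 fold change of -2.55 (standard error 0.06, adjusted p = 3.8e-18, same test). Scaled over the 6 libraries of that comparison, the gene went under GO-203 from 333 ± 10.3 to 275 ± 20.0 CPM (SD, n = 3 each), a log2 fold change of -0.28 (adjusted p = 0.00172 from edgeR's test). With each library left out in turn the log2 fold changes stayed within 0.41 to 0.48, -2.62 to -2.49 and -0.33 to -0.22. The annotation holds 13 pseudogenes named after PGAM1, and the paper's text does not state how reads that map to several places were counted. The replicate block gave log2 fold changes of 0.43, -2.55 and -0.28, with correlations of same-numbered cultures of -0.02, 0.02 and 0.06.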

Similar results were obtained for *LDHA* and *LDHB* that are also deregulated in TNBC, but not for *LDHC,* which is expressed at low levels in BT-549 cells^45^(Figure S2C). 

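LDHA (ENSG00000134333.14; chromosome 11, 18394560 to 18408425, GRCh38) was at 728 ± 49.0 CPM in 2D cells and 1687 ± 86.1 in 3D cells (SD, n = 3 each). Its log2 fold change was 1.21 in 3D cells (adjusted p = 2.8e-11 from edgeR's quasi-likelihood test) and -0.88 on MUC1 silencing (adjusted p = 1.2e-11, same test). LDHB (ENSG00000111716.14; chromosome 12, 21635342 to 21757857) was counted far lower, at 12.9 ± 1.91 and 19.1 ± 1.31 CPM in 2D and 3D cells (SD, n = 3 each). It had log2 fold changes of 0.56 (adjusted p = 2.1e-04, edgeR) and -0.48 on MUC1 silencing (adjusted p = 1.1e-05, edgeR). LDHB shares 33.4% of its exon bases with another gene on the same strand, and reads that fit both genes could be lost to it, so its level is uncertain. Under GO-203 neither gene changed by more than the spread between cultures. LDHA had a log2 fold change of -0.05 (adjusted p = 0.557) and LDHB one of -0.05 (adjusted p = 0.732) in edgeR's test. Leaving out one library turned the sign of LDHA under GO-203, to 0.01. LDHC (ENSG00000166796.12) had 15 reads in total over the 2D and 3D libraries and 2 over the GO-203 comparison, too few to be tested there. In the tet-MUC1shRNA line LDHC had 0.131 ± 0.0914 CPM with vehicle and 0.179 ± 0.125 with DOX (SD, n = 3 each), a difference not detectable at this depth (log2 fold change 0.46, adjusted p = 0.583, edgeR).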

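MetaPhOR's pathway gene lists were not used here, and a score of the same kind was computed over the glycolysis genes of Figure 2E. Each gene's log2 fold change was multiplied by the negative log10 of its unadjusted p from edgeR's test, and the products were summed. In 3D vs. 2D cells the sum over 33 genes was 706 (p = 3.0e-04, two-sided permutation test against 100000 random lists matched on mean expression). On MUC1 silencing the sum over 34 genes was -630, with a permutation p of 1e-05 in the same test, the smallest that 100000 lists can give. The sums of absolute products were 706 and 633, so products against the direction of the list added little. Scores with the replicate block were 605 and -799, and same-numbered cultures correlated at -0.02 and 0.02. The scores stayed between 609 and 719 in 3D cells and between -703 and -477 on silencing when each library was left out in turn. Testing without a low-count filter moved the score most, to 8978 in 3D cells and -8446 on silencing. DESeq2 in place of edgeR, also without that filter, gave 8637 and -4595.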

MetaPhOR analysis of metabolic networks to further identify transcriptional dysregulation confirmed that the glycolysis pathway is upregulated in 3D (Figure 2F) and downregulated in MUC1-C silenced 3D (Figure 2G) cells.

**Figure 2:**
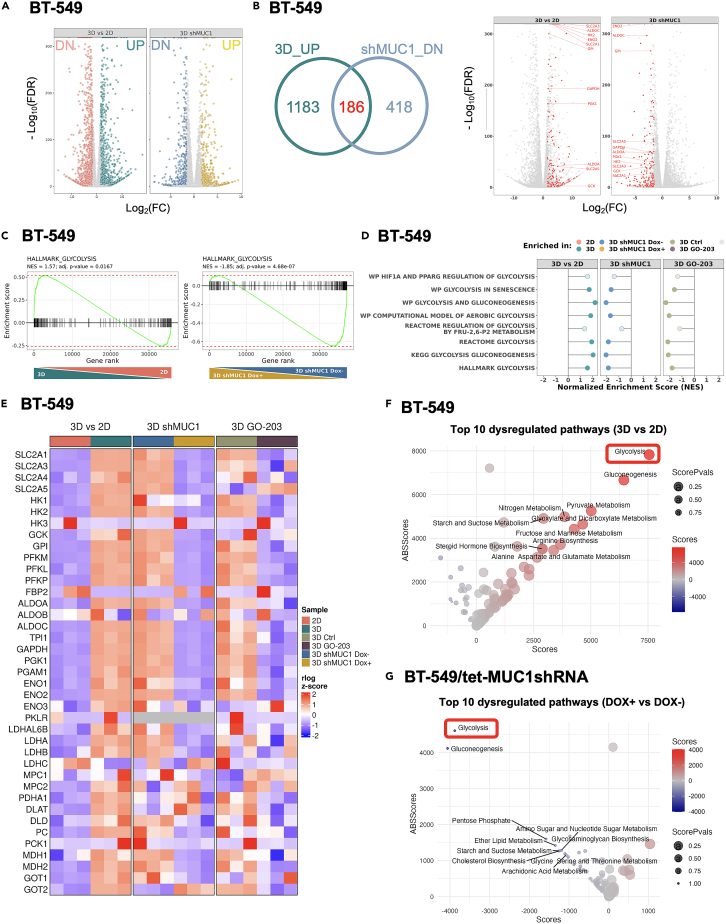
MUC1-C is necessary for activation of glycolysis gene signatures in CSCs (A) Volcano plots showing downregulated (left) and upregulated (right) genes in BT-549 cells grown in S6 3D vs. 2D culture (left; 3070 DEGs; <0.1 padj (Benjamini-Hochberg adjusted p value), log2fold change (FC) > 1.5), with 1,369 upregulated and 1,701 downregulated genes). Volcano plots of downregulated (left) and upregulated (right) genes in BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle for 10 days (right; 1678 DEGs; <0.1 padj (Benjamini-Hochberg adjusted p value), log2fold change ((FC) > 1.5), with 1,074 upregulated and 604 downregulated genes). (B) Overlap of DEGs upregulated in 3D BT-549 cells and downregulated in 3D BT-549/tet-MUC1 shRNA cells treated with DOX (left). The differential expression of these shared genes (red) is shown for the two conditions (right). Glycolytic genes are labeled within the shared set. (C) GSEA of genes in BT-549 cells grown in 3D vs. 2D culture (left) and BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle control (right) using the HALLMARK_GLYCOLYSIS gene signature. NES: Normalized Enrichment Score. (D) GSEA lollipop plots of multiple glycolysis-related gene sets for (i) BT-549 cells grown in 3D vs. 2D culture and (ii) BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle control. (E) Heatmaps of glycolytic genes in (i) BT-549 cells grown in 3D vs. 2D culture, (ii) BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle, and (iii) BT-549 3D cells treated with GO-203 vs. vehicle. (F and G) MetaPhOR analysis identifying transcriptional dysregulation of metabolic pathways in 3D vs. 2D BT-549 cells (F) and 3D BT-549/tet-MUC1shRNA cells treated with DOX vs. vehicle (G).

### MUC1-C drives expression of SLC2A1/GLUT1 and HK2 in TNBC CSCs

Based on the importance of GLUT1 and HK2 in driving glycolysis and tumorigenicity,^25^^,^^46^ we confirmed their (i) upregulation in 3D vs. 2D cells (Figure 3A) and (ii) suppression by targeting MUC1-C with silencing and GO-203 treatment (Figures 3B and S3A). *GLUT1* and *HK2* have been recognized as MYC target genes.^47^ Along these lines, we found that targeting MUC1-C in 3D cells results in the downregulation of MYC expression (Figure 3B). Analysis of the HALLMARK_MYC_TARGETS_V1 signature further revealed significant enrichment in 3D vs. 2D cells (Figure S2A) that was abrogated by MUC1-C targeting (Figure 3C). 

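The Hallmark MYC target list was not used here. In its place stand the 677 genes downregulated on MYC silencing in 3D cells, a list from libraries that enter none of the tested comparisons. In 3D vs. 2D cells, 547 of these genes were tested and had a normalized enrichment score of 1.64 (adjusted p = 2.8e-07 over 3 tests, by fgsea's permutation of genes), with a median log2 fold change of 0.33. Under GO-203 the score of 534 tested genes was -2.88 (adjusted p = 3.0e-10, same permutation, from the smallest p it was set to give), with a median log2 fold change of -0.22. On MUC1 silencing the score of 575 tested genes was -1.12 (adjusted p = 0.139, same permutation) with a median of -0.12, a shift that does not stand out from other genes. The replicate block gave scores of 1.54, -2.82 and -1.15, where same-numbered cultures correlated at -0.02, 0.06 and 0.02. Scaling by library size alone, or testing genes without a low-count filter, brought the score on MUC1 silencing past the threshold of 0.05, at -1.17 and -1.24. MYC itself (ENSG00000136997.21; chromosome 8, 127735434 to 127742951, GRCh38) rose from 85.4 ± 6.29 CPM (scaled over the 21 libraries) in 2D cells to 581 ± 24.9 in 3D cells (SD, n = 3 each), a log2 fold change of 2.76 (adjusted p = 2.1e-15, edgeR's quasi-likelihood test).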

RNA-seq data from MYC silenced 3D cells also showed significant loss of enrichment in the REACTOME_GLYCOLYSIS gene set (Figure S3B). Moreover, Landscape In Silico deletion Analysis (LISA) demonstrated enrichment of multiple MYC cistromes for many of the upregulated genes in 3D vs. 2D cells (Figure S3C). These findings supported the potential involvement of MUC1-C→MYC signaling in activating *GLUT1* and *HK2* in CSCs. 

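The MYC libraries come from tet-MYCshRNA mammospheres at passage 8, per the labels, treated with 0.1% DMSO or 500 ng/ml DOX, 3 cultures each. Total counts ranged from 60288513 to 99751717 with vehicle (median 74652324) and from 49301581 to 65821756 with DOX (median 59244082). In the 3 vehicle-treated libraries MYC was at 439, 418 and 386 CPM (scaled over the 21 libraries), and in the 3 DOX-treated libraries at 244, 279 and 297. The log2 fold change of MYC was -0.62 (standard error 0.08, adjusted p = 9.1e-05 from edgeR's quasi-likelihood test). In all, 2085 of 19951 tested genes were called, 1408 upregulated and 677 downregulated, and 2127 with the replicate block. Cultures of this line varied most, with a biological coefficient of variation of 0.127, and same-numbered cultures correlated at -0.10 on average.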

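The glycolysis genes of Figure 2E had a normalized enrichment score of -2.03 on MYC silencing (adjusted p = 2.4e-05, fgsea's permutation of genes), and of -2.08 with the replicate block, where same-numbered cultures correlated at -0.10. Of 33 tested genes, 20 were downregulated and 4 upregulated at an adjusted p of 0.1 in edgeR's test, over all genes and over the list alone. The log2 fold changes ran from -3.09 to 1.61, with a median of -0.57. Downregulated on MUC1 as well as on MYC silencing and upregulated in 3D cells were 16 of the genes. The REACTOME list was not used here.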

In accordance with this notion and, like MUC1, silencing MYC in 3D cells suppressed expression of GLUT1 and HK2 (Figures 3D, S3D, and S3E). MUC1-C associates with MYC in total lysates obtained from cells grown in 2D culture.^48^ Here, we found that the interaction between MUC1-C and MYC in the nucleus is increased in 3D vs. 2D cells (Figure 3E, left), consistent with the observation that MUC1-C localizes to the chromatin fraction of 3D cells. The MUC1-C CQC motif binds directly to the MYC HLH-LZ domain.^48^ In support of this interaction, treatment of 3D cells with GO-203, which blocks the CQC motif, disrupted the formation of nuclear MUC1-C/MYC complexes (Figure 3E, right). The *GLUT1* promoter region includes E-boxes for potential MYC binding in a (i) promoter-like signature (PLS), (ii) proximal enhancer-like signature (pELS), and (iii) distal enhancer-like signature (dELS) (Figure 3F). ChIP studies performed on the *GLUT1* PLS, pELS, and dELS regions demonstrated increased MYC occupancy in 3D vs. 2D cells (Figure 3F). Analysis of the *HK2* promoter further identified PLS and dELS regions with E-boxes (Figure 3G). MYC occupancy was detectable on the PLS, but not the dELS, in 3D vs. 2D cells (Figure 3G). MUC1-C promotes MYC occupancy on MYC target genes in 2D cells.^48^ Here, we found that silencing MUC1-C in 3D cells decreases MYC occupancy of the (i) *GLUT1* PLS and pELS regions (Figure 3H) and (ii) *HK2* PLS (Figure 3I), in support of MUC1-C dependency in the activation of GLUT1 and HK2 expression. Notably, in contrast to *SLC2A1* and *HK2*, other MUC1-C-dependent glycolysis genes, such as *PFKL*, *ALDOA*, and *ENO2*, were upregulated by silencing MYC (Figures S3E and S3F), indicating that MUC1-C also induces genes in the glycolytic pathway by MYC-independent mechanisms. 

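SLC2A1 and HK2 (ENSG00000159399.10; chromosome 2, 74834127 to 74893359, GRCh38) fell on silencing of either gene. With MYC silenced SLC2A1 went from 131 ± 5.65 to 64.6 ± 12.1 CPM (SD, n = 3 each), a log2 fold change of -1.02 (adjusted p = 4.2e-05 from edgeR's quasi-likelihood test). HK2 had log2 fold changes of 3.58 in 3D cells, -2.09 on MUC1 silencing, -0.58 under GO-203 and -1.45 on MYC silencing (largest adjusted p 9.6e-07, edgeR). PFKL (ENSG00000141959.17; chromosome 21, 44300051 to 44327376) rose on MYC silencing from 51.2 ± 3.74 to 92.8 ± 18.3 CPM (SD, n = 3 each), a log2 fold change of 0.86 (adjusted p = 2.6e-04, edgeR). ENO2 (ENSG00000111674.9; chromosome 12, 6913745 to 6923698) rose from 79.9 ± 3.93 to 101 ± 7.68 CPM (SD, n = 3 each), a log2 fold change of 0.34 (adjusted p = 0.00334, edgeR). ALDOA (ENSG00000149925.22; chromosome 16, 30064164 to 30070457) was at 17.0 ± 2.00 with vehicle and 21.0 ± 6.83 CPM with DOX (SD, n = 3 each). Its libraries overlapped, and the log2 fold change of 0.31 did not pass the threshold (adjusted p = 0.258, edgeR), although it did with DOX replicate 1 left out (0.55) or without a low-count filter (0.27). The difference between the lines was tested as an interaction over their 12 libraries, with log2 values of -1.91 for PFKL, -3.60 for ENO2 and -2.26 for ALDOA (adjusted p = 2.8e-08, 8.2e-14 and 1.2e-06, edgeR). In the blocked fit the log2 fold changes on MYC silencing were 0.84 for PFKL, 0.33 for ENO2 and 0.26 for ALDOA, and same-numbered cultures correlated at -0.10. From the opposite changes, the paper concludes that MUC1-C also induces glycolytic genes independently of MYC.

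**Figure D2:**
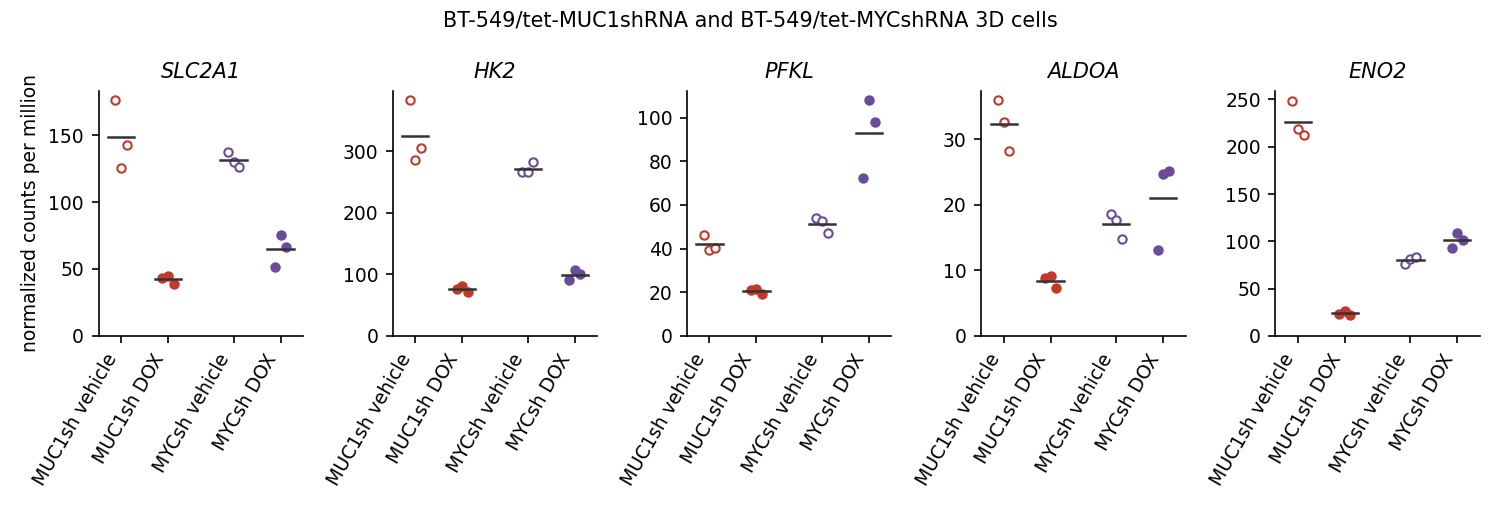
Normalized CPM (vertical axes, from 0) of 5 glycolytic genes in each of the 12 tet-MUC1shRNA and tet-MYCshRNA libraries, with open points for vehicle, filled points for DOX and bars for the mean of 3 cultures. SLC2A1 falls in both lines, to means of 42.2 and 64.6, while PFKL falls to 20.5 on MUC1 silencing and rises to 92.8 on MYC silencing.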

As substantiated by the involvement of MUC1-C in inducing GLUT1 and HK2, silencing MUC1-C decreased glucose uptake in CSCs (Figure 3J). Moreover, treatment with the 2-deoxy-D-glucose (2DG) HK2 inhibitor^49^ markedly decreased mammosphere formation in concordance with dependence of CSCs on MUC1-C-induced activation of the glycolytic pathway (Figure 3K).

**Figure 3:**
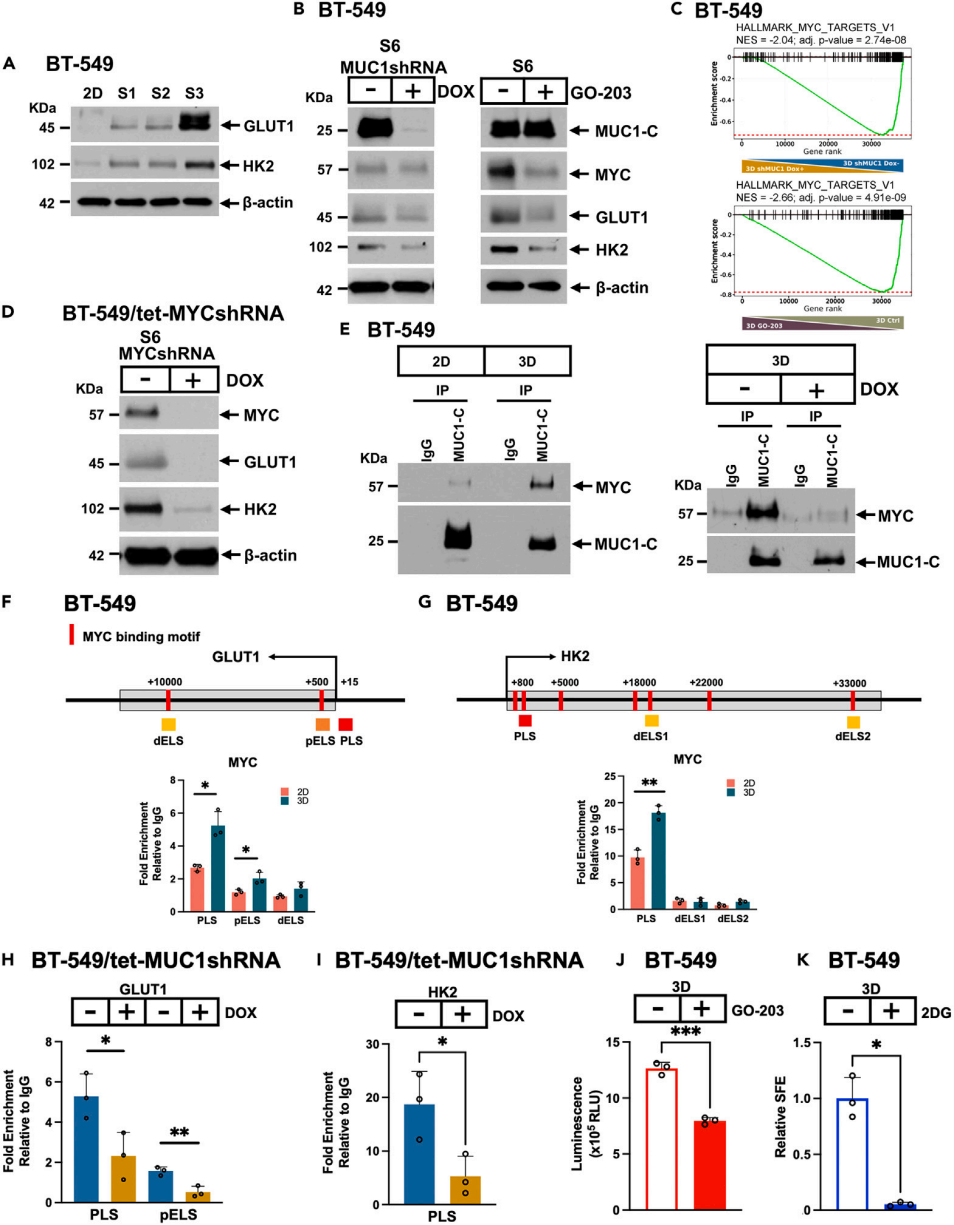
MUC1-C is necessary for induction of GLUT1 and HK2 in TNBC CSCs (A) Lysates from 2D and S1-S3 cells were immunoblotted with antibodies against the indicated proteins. (B) Lysates from BT-549/tet-MUC1shRNA S6 3D cells treated with vehicle or DOX for 10 days (left) and BT-549 cells treated with vehicle or 2.5 μM GO-203 for 2 days (right) were immunoblotted with antibodies against the indicated proteins. (C) GSEA of genes in (i) BT-549/tet-MUC1shRNA S6 cells treated with DOX vs. vehicle and (ii) BT-549 cells treated with GO-203 vs. vehicle using the HALLMARK_MYC_TARGETS_V1 gene signature. (D) Lysates from BT-549/tet-MYCshRNA S6 3D cells treated with vehicle or DOX for 10 days were immunoblotted with antibodies against the indicated proteins. (E) Nuclear lysates from BT-549 2D and 3D cells were immunoprecipitated with anti-MUC1-C or a control IgG (left). Nuclear lysates from BT-549 3D cells treated with vehicle or 2.5 μM GO-203 for 3 days were immunoprecipitated with anti-MUC1-C or a control IgG (right). The precipitates were immunoblotted with antibodies against the indicated proteins. (F) Schema of *GLUT1* with positioning of the PLS, pELS, and dELS regions. Soluble chromatin from BT-549 2D and 3D cells was precipitated with a control IgG or anti-MYC antibody. The DNA samples were amplified by qPCR with primers for the *GLUT1* PLS, pELS, and dELS regions (Table S2). The results (mean ± SD of 3 determinations) are expressed as fold enrichment relative to that obtained with the IgG control (assigned a value of 1). Asterisks represent ∗p ≤ 0.05. (G) Schema of *HK2* with positioning of the PLS, dELS1, and dELS2 regions. Soluble chromatin from BT-549 2D and 3D cells was precipitated with a control IgG or anti-MYC antibody. The DNA samples were amplified by qPCR with primers for the *HK2* PLS, dELS1, and dELS2 regions (Table S2). The results (mean ± SD of 3 determinations) are expressed as fold enrichment relative to that obtained with the IgG control (assigned a value of 1). Asterisks represent ∗∗p ≤ 0.01. (H and I) Soluble chromatin from BT-549/tet-MUC1shRNA 3D cells treated with vehicle or DOX was precipitated with a control IgG or anti-MYC antibody. The DNA samples were amplified by qPCR with primers for the *GLUT1* PLS and pELS regions (H), and *HK2* PLS region (I). The results (mean ± SD of 3 determinations) are expressed as fold enrichment relative to that obtained with the IgG control (assigned a value of 1). Asterisks represent ∗p ≤ 0.05, ∗∗p ≤ 0.01. (J) Glucose uptake was measured in BT-549 3D cells treated with vehicle or 2.5 μM GO-203 for 3 days. The results (mean ± SD of 3 determinations) are expressed as luminescence (relative light unit, RLU). Asterisks represent ∗∗∗p ≤ 0.001. (K) BT-549 3D cells were treated with vehicle or 5 μM 2DG for 7 days. The relative SFE is expressed as the mean ± SD of three determinations as compared to that obtained for vehicle-treated cells (assigned a value of 1). Asterisks represent ∗p ≤ 0.05.

### MUC1-C differentially regulates expression of nuclear genes encoding mitochondrial Complex I–V proteins

In extending the aforementioned observation that MUC1-C plays a role in regulating glycolysis in TNBC CSCs, GSEA using the WP_ETC_OXPHOS_MITOCHONDRIA signature demonstrated enrichment in BT-549 3D vs. 2D cells (Figure 4A). 

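Figure 4B prints 91 nuclear names, which match 90 genes, and 13 mtDNA genes, and these stand here for the ETC signature. In 3D vs. 2D cells the 88 tested nuclear genes had a normalized enrichment score of 1.66 (adjusted p = 0.00145, fgsea's permutation of genes over 16 list tests). The 13 mtDNA genes had a score of -1.99 (adjusted p = 3.6e-06, same permutation). For nuclear and mtDNA genes as a single list of 101 the score was -0.98 (adjusted p = 0.498). The block on replicate numbers gave 1.68 for the nuclear genes, -1.99 for the mtDNA genes and -1.02 for the whole list, where same-numbered cultures correlated at -0.02. The whole-list score changed sign with DESeq2 in place of edgeR, to 0.96, and in the fit of 21 libraries together, to 0.89, without passing the threshold of 0.05. Of the nuclear genes, 48 were upregulated and 9 downregulated at an adjusted p of 0.1 in edgeR's test over all genes, and 49 and 11 over the list alone, with a median log2 fold change of 0.23. With vehicle-treated tet-MUC1shRNA mammospheres in place of the 3D libraries the nuclear score was 1.04, no longer past the threshold.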

We also found that silencing MUC1-C in 3D CSCs both represses and activates OXPHOS genes (Figure 4A). Furthermore, heatmaps of genes activated in BT-549 3D vs. 2D cells and regulated in (i) BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle and (ii) BT-549 3D cells treated with GO-203 vs. vehicle identified specific nuclear genes encoding components of the electron transfer chain (ETC) (Figure 4B). 

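On MUC1 silencing the nuclear ETC genes had a normalized enrichment score of -1.39 (adjusted p = 0.0556, fgsea's permutation of genes), just short of the threshold of 0.05, and a median log2 fold change of -0.16. Individual genes moved both ways, 46 downregulated and 20 upregulated of 88 at an adjusted p of 0.1 in edgeR's test, whether adjusted over all genes or over the list. The 34 tested genes of Complex I divided into 13 downregulated and 11 upregulated, while Complex V had 11 down and 2 up of 17, Complex IV 7 down and 2 up of 13, and Complex III 6 down and 0 up of 8. The nuclear score was -1.39 with the replicate block (adjusted p = 0.0502), where same-numbered cultures correlated at 0.02. It passed the threshold in 5 of the 6 fits that left out a library and with DESeq2 in place of edgeR (-1.58), and changed sign when libraries were scaled by size alone (0.66). Nuclear and mtDNA genes together had a score of 1.76 (adjusted p = 3.3e-04, same permutation) and 1.75 with the block.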

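Of the nuclear genes, 31 were upregulated in 3D cells and downregulated on MUC1 silencing at an adjusted p of 0.1 in edgeR's test, and 6 were upregulated in both comparisons. Upregulated in 3D cells and downregulated under GO-203 were 20 genes, and 13 met all of these conditions. GO-203 alone downregulated 25 of the 88 and upregulated 3, or 28 and 4 when adjusted over the list, with a median log2 fold change of -0.09 and a range from -0.48 to 0.35. Its normalized enrichment score was -1.91 (adjusted p = 1.2e-04, fgsea's permutation of genes) and -1.92 with the replicate block, where same-numbered cultures correlated at 0.06. SDHB (ENSG00000117118.10; chromosome 1, 17018664 to 17054032, GRCh38) is one of the 13, at 60.3 ± 0.452 and 93.0 ± 7.21 CPM in 2D and 3D cells (SD, n = 3 each), and was named after its values were seen. Its log2 fold changes were 0.63 in 3D cells, -0.16 on MUC1 silencing and -0.22 under GO-203 (adjusted p = 3.6e-07, 0.0183 and 0.0143, edgeR). Changes of this size exceed the spread between cultures but stay far below the log2 threshold of 1.5 used for calling genes.

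**Figure D3:**
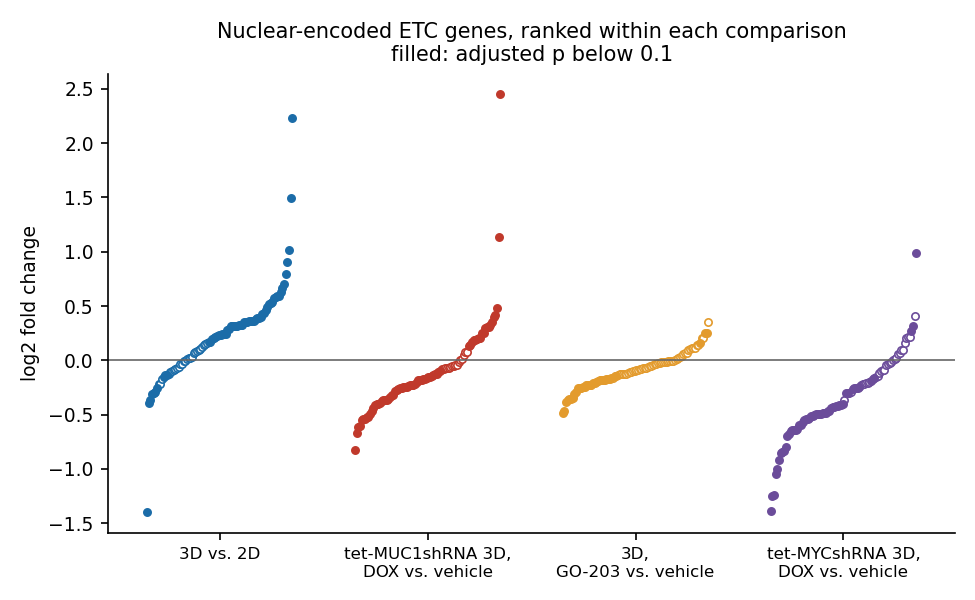
Log2 fold change (vertical axis) of the 88 nuclear ETC genes, each comparison ranked from lowest to highest, with filled points for genes at an adjusted p below 0.1 and open points for the others. The median lies at 0.23 in 3D vs. 2D cells, at -0.16 on MUC1 silencing (where the list's score changes sign when libraries are scaled by size alone), at -0.09 under GO-203 and at -0.38 on MYC silencing.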

Among these, we confirmed that silencing MUC1-C suppresses expression of (i) the succinate dehydrogenase A (SDHA) catalytic subunit of Complex II, (ii) ubiquinol-cytochrome *c* reductase complex cytochrome *c*1 (CYC1) component of Complex III, (iii) COX8A, an essential component of Complex IV cytochrome *c* oxidase and (iv) the ATP5MF component of Complex V ATP synthase^50^^,^^51^^,^^52^ (Figure 4C). In contrast, silencing MUC1-C increased expression of (i) the NDUFA4 component of Complex I that also associates with Complex IV^53^ and (ii) ATP5MC3, a subunit of Complex V ATP synthase^54^ (Figure 4C), indicating that MUC1-C differentially regulates nuclear genes encoding the ETC. MYC activates nuclear genes that play roles in mitochondrial replication and biogenesis; however, less is known about MYC function in regulating nuclear genes that encode ETC components in CSCs.^55^ 

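In tet-MYCshRNA mammospheres, the ETC genes of Figure 4B had a normalized enrichment score of -2.00 in DOX- vs. vehicle-treated cells (101 genes, adjusted p = 6.2e-06, fgsea's permutation of genes). With the replicate block the score was -1.90, and same-numbered cultures correlated at -0.10. The nuclear part of the list had a score of -2.28 (adjusted p = 1.1e-08, same permutation), and -2.30 with the block. Its mtDNA part went the other way, at 1.53 (adjusted p = 0.0724), and passed the threshold of 0.05 with the block, at 1.65 (adjusted p = 0.0223). Of the 13 mtDNA genes, 10 were upregulated and 0 downregulated at an adjusted p of 0.1 in edgeR's test, over all genes and over the list alone, with log2 fold changes from -0.16 for MT-ND2 to 0.81 for MT-CYB. Leaving out each library in turn gave scores of 1.18 to 1.69 for the mtDNA genes.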

We found that silencing MYC in CSCs suppresses the WP_ETC_OXPHOS_MITOCHONDRIA signature (Figure S4A). 

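Of the 88 nuclear ETC genes tested in tet-MYCshRNA mammospheres, DOX downregulated 53 and upregulated 3 at an adjusted p of 0.1 in edgeR's test, or 55 and 3 when adjusted over the list alone. Their median log2 fold change was -0.38. By complex, 18 of 34 genes of Complex I were downregulated, 3 of 4 of Complex II, 7 of 8 of Complex III, 8 of 13 of Complex IV and 11 of 17 of Complex V. Genes upregulated in 3D vs. 2D cells and downregulated by MYC silencing numbered 35, and 25 of these were also downregulated by MUC1 silencing. CYCS (ENSG00000172115.9; chromosome 7, 25118656 to 25125260, GRCh38) was among the 25, and fell from 644 ± 21.6 to 247 ± 48.9 CPM (SD, n = 3 each) on MYC silencing, a log2 fold change of -1.38 (adjusted p = 4.6e-06, edgeR). The annotation holds 42 pseudogenes named after CYCS, to which reads could be lost. SDHD (ENSG00000204370.13; chromosome 11, 112086824 to 112120016) fell from 93.9 ± 2.93 to 65.9 ± 10.4 CPM (SD, n = 3 each), a log2 fold change of -0.51 (adjusted p = 0.00161, edgeR), and shares 11.4% of its exon bases with another gene on its strand. For CYCS, MYC silencing with the replicate block gave a log2 fold change of -1.402 and for SDHD one of -0.52, where same-numbered cultures correlated at -0.10.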

Heatmaps of BT-549/tet-MYCshRNA 3D cells treated with DOX vs. vehicle further identified nuclear genes encoding ETC components that are upregulated in 3D vs. 2D cells and suppressed by MYC silencing (Figures 4B and S4B). Among selected genes, we found that silencing MUC1-C and MYC downregulates *SDHD* (Figure 4D). A similar dependency on MUC1-C and MYC was identified for the *CYCS* gene that encodes cytochrome *c*, an essential carrier of electrons from Complex III to Complex IV (Figure 4E). By extension, MUC1-C and MYC were necessary for expression of the SDHD and cytochrome *c* proteins (Figure 4F). The *SDHD* promoter region includes an E-box for potential MYC binding in a pELS (Figure 4G). ChIP studies performed on the *SDHD* pELS region demonstrated increases in MYC occupancy in 3D vs. 2D cells (Figure 4G). Analysis of the *CYCS* promoter also identified a pELS with an E-box that was occupied by MYC at increased levels in 3D vs. 2D cells (Figure 4H). In addition, we found that silencing MUC1-C in 3D cells decreases MYC occupancy of the *SDHD* pELS (Figure 4I) and *CYCS* pELS (Figure 4J) regions. These results indicated that MUC1-C regulates nuclear genes encoding proteins necessary for function of mitochondrial Complexes I–V and that these MUC1-C-driven genes are regulated by MYC-independent and -dependent pathways.

**Figure 4:**
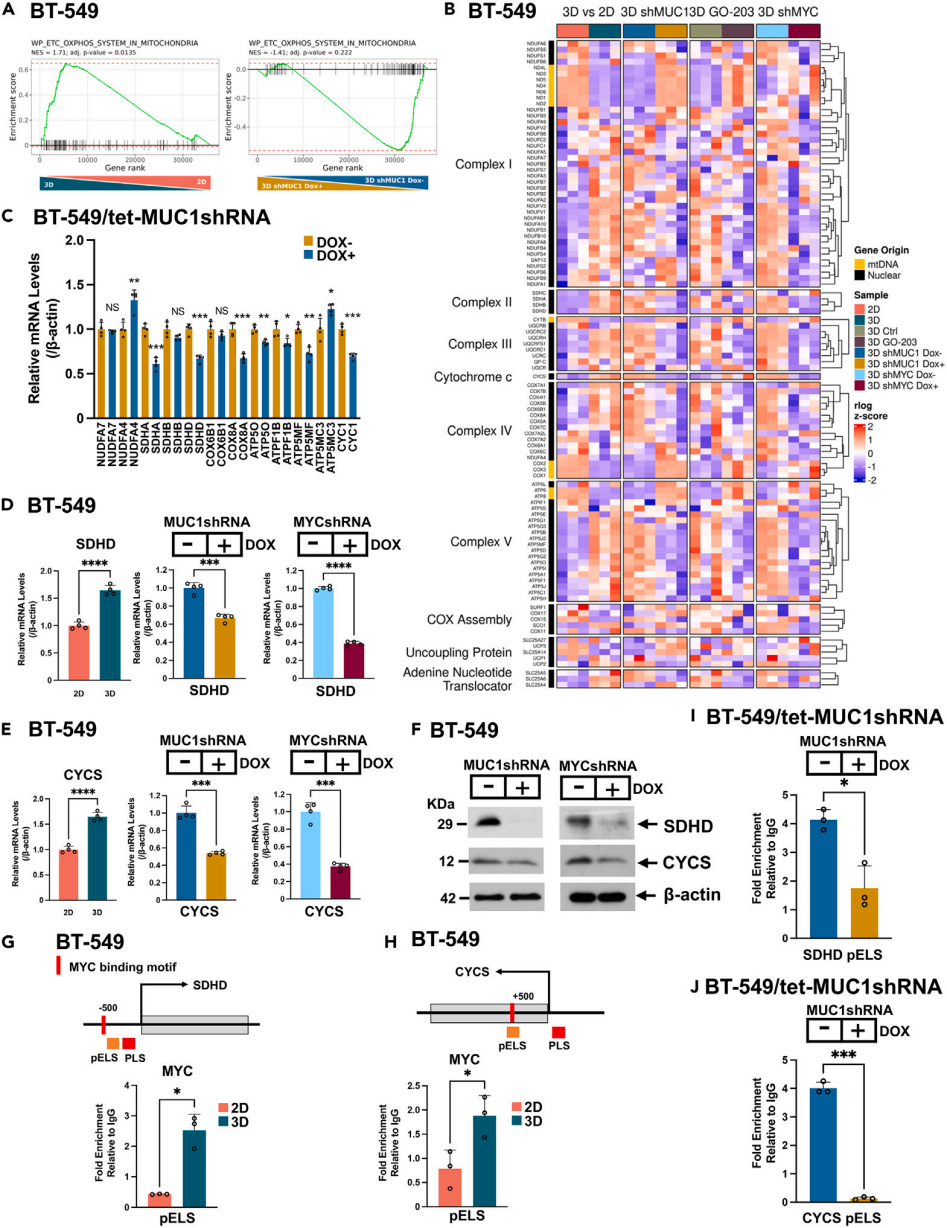
MUC1-C is necessary for expression of nuclear genes encoding components of the mitochondrial ETC (A) GSEA of genes in BT-549 cells grown in 3D vs. 2D culture (left) and BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle control (right) using the WP_ETC_OXPHOS_MITOCHONDRIA gene signature. (B) WP_ETC_OXPHOS_SYSTEM IN MITOCHONDRIA signature heatmaps of ETC encoding genes in (i) BT-549 cells grown in 3D vs. 2D culture, (ii) BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle, (iii) BT-549 3D cells treated with GO-203 vs. vehicle, and (iv) BT-549/tet-MYCshRNA 3D cells treated with DOX vs. vehicle. The row indicator shows gene origins, nuclear DNA (black) and mtDNA (yellow). (C) Expression of the indicated nuclear genes in BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle for 7 days was determined by qRT-PCR. The results (mean ± SD of 3 determinations) are expressed as relative mRNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1). Asterisks represent ∗p ≤ 0.05, ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001. (D–F) BT-549 3D vs. 2D cells and BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle for 7 days were analyzed for SDHD (D) and CYCS (E) expression. The qRT-PCR results (mean ± SD of 3 determinations) are expressed as relative mRNA levels compared to that obtained for 2D cells or vehicle-treated cells (assigned a value of 1). Lysates were immunoblotted with antibodies against the indicated proteins (F). Asterisks represent ∗∗∗p ≤ 0.001, ∗∗∗∗p ≤ 0.0001. (G) Schema of *SDHD* with positioning of an E-box in the pELS region. Soluble chromatin from BT-549 2D and 3D cells was precipitated with a control IgG or anti-MYC antibody. The DNA samples were amplified by qPCR with primers for the *SDHD* pELS region (Table S2). The results (mean ± SD of 3 determinations) are expressed as fold enrichment relative to that obtained with the IgG control (assigned a value of 1). Asterisks represent ∗p ≤ 0.05. (H) Schema of *CYCS* with positioning of an E-box in the pELS region. Soluble chromatin from BT-549 2D and 3D cells was precipitated with a control IgG or anti-MYC antibody. The DNA samples were amplified by qPCR with primers for the *CYCS* PLS and pELS regions (Table S2). The results (mean ± SD of 3 determinations) are expressed as fold enrichment relative to that obtained with the IgG control (assigned a value of 1). Asterisks represent ∗p ≤ 0.05. (I and J) Soluble chromatin from BT-549/tet-MUC1shRNA 3D cells treated with vehicle or DOX for 5 days was precipitated with a control IgG or anti-MYC antibody. The DNA samples were amplified by qPCR with primers for the *SDHD* pELS (I) and *HK2* pELS regions (J). The results (mean ± SD of 3 determinations) are expressed as fold enrichment relative to that obtained with the IgG control (assigned a value of 1). Asterisks represent ∗p ≤ 0.05, ∗∗∗p ≤ 0.001.

### MUC1-C suppresses mtDNA gene expression

Complex I interacts with Complexes III and IV to form the “respirasome”.^51^ Complex I consists of 45 subunits, which include the essential ND1-6 components of the ETC that are encoded by mtDNA genes.^50^^,^^56^ mtDNA includes (i) the light strand promoter (LSP), which generates transcripts encoding ND6 and 8 tRNAs, (ii) the heavy strand promoter 1 (HSP1) that controls transcription of 2 tRNAs and 2 ribosomal RNAs, and (iii) HSP2, which regulates expression of the additional 12 protein-encoding transcripts (ND1-ND5, COX1/2/3, ATP6/8, and CYB) and 12 tRNAs.^57^ Analysis of the WP_ETC_OXPHOS_MITOCHONDRIA gene signature, which includes nuclear- and mtDNA-encoding genes, indicated that expression of *ND1-6*, *ND4L*, *COX1/2/3*, *ATP6/8*, and *CYB* is downregulated in 3D vs. 2D cells (Figure 4B). 

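The 13 protein-coding genes of the mitochondrial chromosome took 5.12% ± 0.0438 of the counts in 2D cells and 2.46% ± 0.19 in 3D cells (SD, n = 3 each; two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Each of the 13 was downregulated at an adjusted p of 0.1 in edgeR's test, over all genes and over the list alone, and the highest adjusted p among them was 5.4e-07. Log2 fold changes ran from -1.26 for MT-CO1 and MT-CYB to -0.61 for MT-ND3, with a median of -0.87. MT-CO1 (ENSG00000198804.2; positions 5904 to 7445 of the mitochondrial chromosome, GRCh38) is transcribed from the heavy strand and stood at 5696 ± 502 CPM in 3D cells (SD, n = 3). MT-ND6 (ENSG00000198695.2; 14149 to 14673), on the light strand, went from 835 ± 9.03 to 432 ± 40.9 CPM (SD, n = 3 each), a log2 fold change of -0.95. MT-ATP8 and MT-ATP6 share bases, 22.2% of MT-ATP8, so reads there cannot be assigned to one gene alone. With the replicate block the log2 fold changes of MT-CO1 and MT-ND6 were -1.26 and -0.96, where same-numbered cultures correlated at -0.02. Leaving mtDNA genes out of the library sizes and scaling factors gave a score of -1.99 for the list.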

By extension, we confirmed uniform suppression of these 13 mtDNA genes in 3D vs. 2D cells by qRT-PCR (Figure 5A), which supported repression of the mtDNA heavy and light strands. These observed effects in 3D vs. 2D cells were unrelated to decreases in mtDNA copy number, as evidenced by the mtDNA/B2M gDNA ratio (Figure S5A). MitoTracker Green staining of 3D vs. 2D cells further demonstrated similar levels of mitochondria (Figure S5B), in accordance with other mechanisms responsible for the suppression of mtDNA gene transcription. The WP_ETC_OXPHOS_SYSTEM IN MITOCHONDRIA gene heatmap also revealed that MUC1-C is involved in mtDNA gene regulation (Figure 4B). Accordingly, we confirmed that targeting MUC1-C with silencing (Figure 5B) and GO-203 treatment (Figure 5C) induces ND1-6, ND4L, COX1/2/3, ATP6/8, and CYB expression. 

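On MUC1 silencing the share of counts from the 13 mtDNA genes was 2.70% ± 0.0872 with vehicle and 6.51% ± 0.188 with DOX (SD, n = 3 each; two-sided exact permutation test, p = 0.1, the smallest possible). All 13 genes were upregulated at an adjusted p of 0.1 in edgeR's test, over all genes and over the list alone, with log2 fold changes from 0.66 for MT-ND6 to 1.49 for MT-ND1 and a median of 1.21. As a list they had a normalized enrichment score of 2.38 (adjusted p = 8.0e-10, fgsea's permutation of genes, from the smallest p it was set to give, 1.0e-10). Under GO-203 the share was 3.68% ± 0.584 (SD, n = 3; two-sided exact permutation test against 3D cells without GO-203, p = 0.1). Again all 13 were upregulated, over all genes and over the list alone, with log2 fold changes from 0.40 for MT-ND3 to 0.70 for MT-CYB, and the score was 2.43 (adjusted p = 8.0e-10, same permutation). The GO-203 libraries spread more than the other groups compared in this paragraph, from 3.32% to 4.36%. Scores in the blocked fits were 2.38 and 2.43, where same-numbered cultures correlated at 0.02 and 0.06. From the heatmap of these genes, the paper states that MUC1-C is involved in their regulation.

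**Figure D4:**
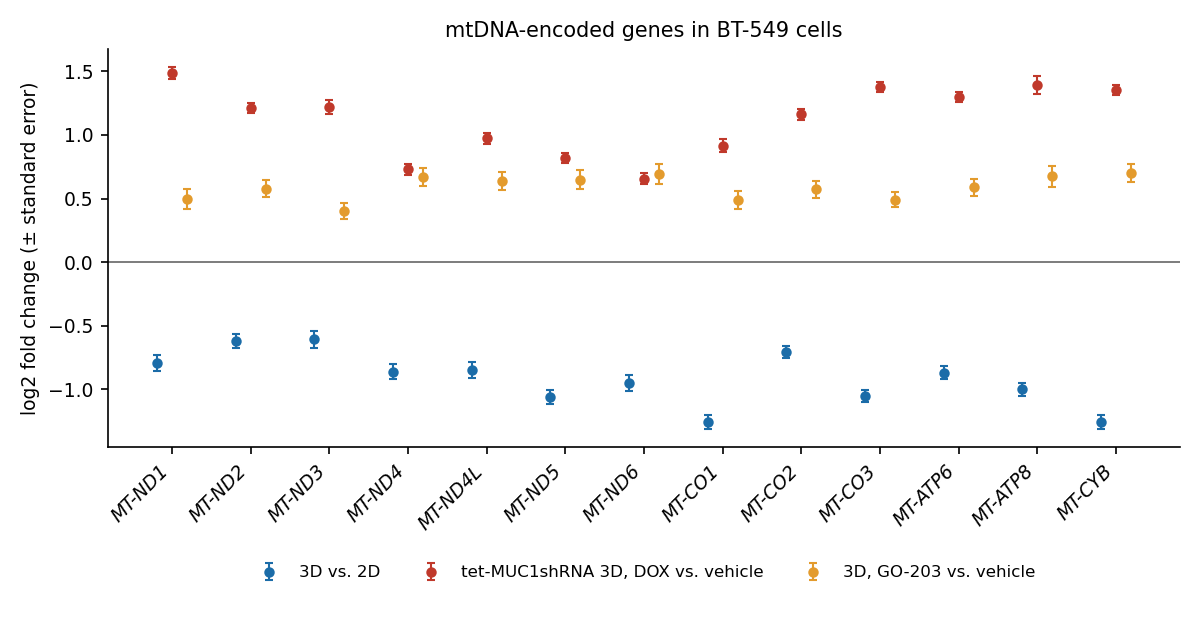
Log2 fold change (vertical axis, points with standard errors) of the 13 mtDNA-encoded genes in 3D vs. 2D cells, on MUC1 silencing and under GO-203 (n = 3 cultures per group). The 13 points for 3D vs. 2D cells lie between -1.26 and -0.61, those for MUC1 silencing between 0.66 and 1.49 and those for GO-203 between 0.40 and 0.70.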

Targeting MUC1-C also increased (i) expression of the ND1 and COX2 proteins (Figure 5D) and (ii) ATP levels (Figure 5E), indicating that the MUC1-C-induced suppression of mtDNA gene expression is coupled with downregulation of ETC function. Mitochondrial transcription factor A (TFAM) is a nuclear gene-encoded protein that binds mtDNA and is essential for mtDNA packaging and transcription.^57^ TFAM regulates mtDNA transcription in complexes with the TF2BM transcription factor.^56^ In association with the induction of mtDNA gene transcription, we found that targeting MUC1-C induces TFAM, but not TFB2M, expression (Figures 5F, 5G, and S5C), indicating that TFAM is downregulated by a MUC1-C-mediated mechanism. Silencing MYC in 3D cells was also associated with induction of mtDNA genes (Figures S5D and S5E) and increases in ATP production (Figure S5F); however, in contrast to MUC1-C, silencing MYC clearly decreased TFAM transcripts and protein (Figures 5H and S5G). In addition, silencing MYC decreased TFB2M transcripts and had variable effects on expression of the TFB2M protein (Figures 5H and S5G). Surprisingly, we also found that silencing MUC1-C, as well as MYC, downregulates the mitochondrial transcription termination factor 3 (mTERF3) (Figures 5I and 5J), which represses the mtDNA light and heavy strands.^58^ These results supported a model in which mtDNA gene transcription is systematically repressed by (i) MUC1-C-mediated suppression of TFAM and (ii) MUC1-C/MYC-induced mTERF3 expression.

**Figure 5:**
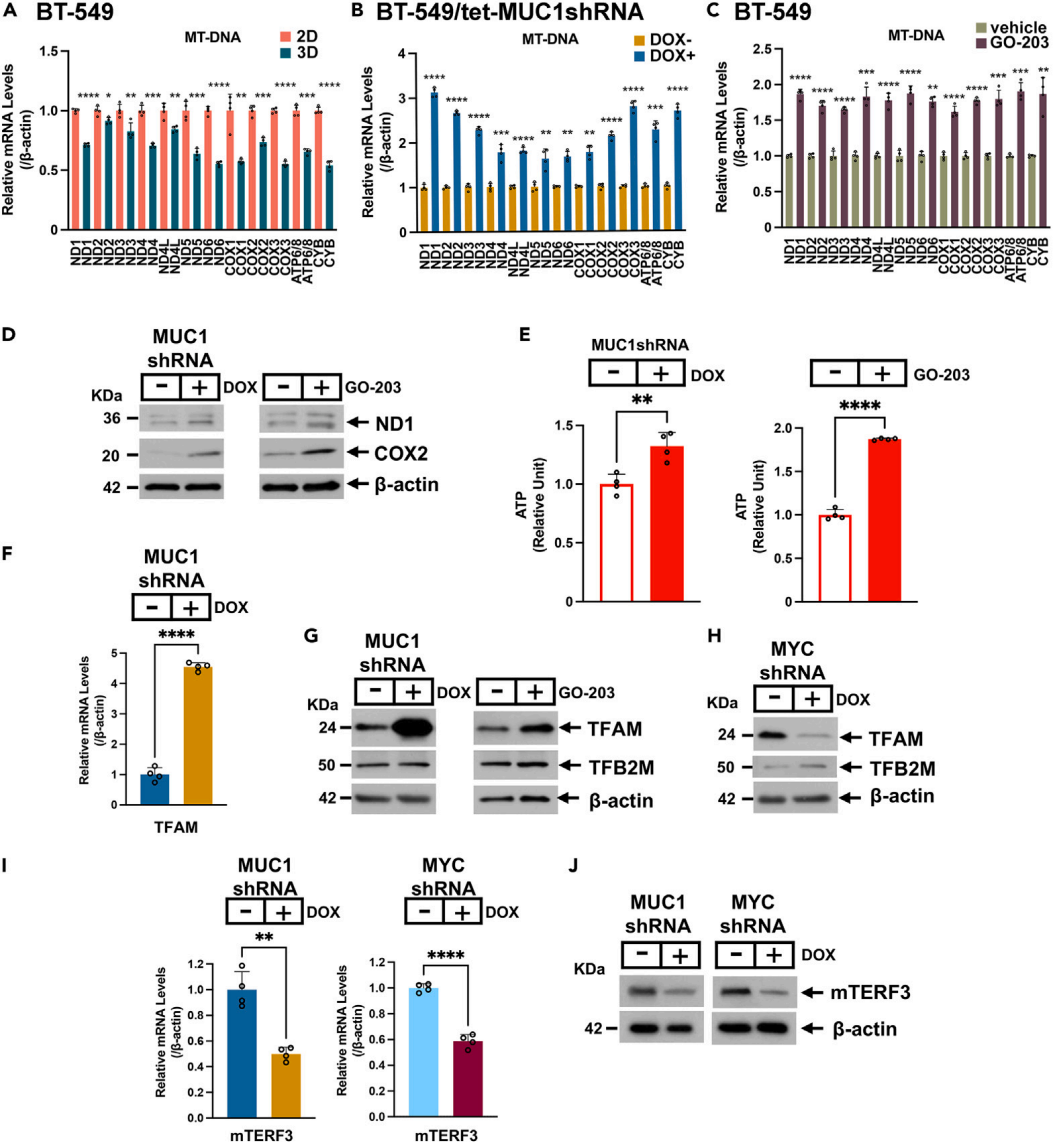
MUC1-C represses mtDNA gene expression (A) Expression of the indicated mtDNA genes in 3D vs. 2D BT-549 cells was determined by qRT-PCR. The results (mean ± SD of 3 determinations) are expressed as relative mRNA levels compared to that obtained for 2D cells (assigned a value of 1). Asterisks represent ∗p ≤ 0.05, ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001, ∗∗∗∗p ≤ 0.0001. (B and C) Expression of the indicated mtDNA genes in (B) BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle for 10 days, and (C) BT-549 3D cells treated with 5 μM GO-203 vs. vehicle for 36 h was determined by qRT-PCR. The results (mean ± SD of 3 determinations) are expressed as relative mRNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1). Asterisks represent ∗p ≤ 0.05, ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001, ∗∗∗∗p ≤ 0.0001. (D) Lysates from BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle for 7 days (left) and BT-549 3D cells treated with 2.5 μM GO-203 vs. vehicle for 2 days (right) were immunoblotted with antibodies against the indicated proteins. (E) BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle for 4 days (left) and BT-549 3D cells treated with 5 μM GO-203 vs. vehicle for 2 days (right) were analyzed for ATP levels. The results (mean ± SD of 3 determinations) are expressed as relative ATP levels compared to that obtained for vehicle-treated cells (assigned a value of 1). Asterisks represent ∗∗p ≤ 0.01, ∗∗∗∗p ≤ 0.0001. (F) BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle for 5 days were analyzed for TFAM expression by qRT-PCR. The results (mean ± SD of 3 determinations) are expressed as relative mRNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1). Asterisks represent ∗∗∗∗p ≤ 0.0001. (G) Lysates from BT-549/tet-MUC1shRNA 3D cells treated with DOX vs. vehicle for 7 days (left) and BT-549 3D cells treated with 2.5 μM GO-203 vs. vehicle for 2 days (right) were immunoblotted with antibodies against the indicated proteins. (H) Lysates from BT-549/tet-MYCshRNA 3D cells treated with vehicle or DOX were immunoblotted with antibodies against the indicated proteins. (I) BT-549/tet-MUC1shRNA (left) and BT-549/tet-MYCshRNA (right) 3D cells treated with vehicle or DOX were analyzed for mTERF3 expression by qRT-PCR. The results (mean ± SD of 3 determinations) are expressed as relative mRNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1). Asterisks represent ∗∗p ≤ 0.01, ∗∗∗∗p ≤ 0.0001. (J) Lysates from BT-549/tet-MUC1shRNA and BT-549/tet-MYCshRNA 3D cells treated with vehicle or DOX for 7 days were immunoblotted with antibodies against the indicated proteins.

### MUC1-C suppresses mitochondrial ROS production in CSCs

Superoxides are largely produced by the ETC in association with ATP production.^59^ The demonstration that MUC1-C suppresses mtDNA gene expression and ATP production indicated that MUC1-C plays a role in regulating CSC mitochondrial redox balance. In support of such involvement, mitochondrial superoxide levels as assessed by MitoSOX staining were markedly increased by silencing MUC1-C in BT-549 mammosphere cells (Figure 6A). Flow cytometry of individual BT-549 3D cells confirmed significant increases in superoxide production and loss of viability (Figure 6B). Silencing MUC1-C in MDA-MB-436 mammosphere cells was also associated with induction of superoxide levels and cell death (Figure 6C). MUC1-C-driven decreases in ROS could potentially be associated with increases in expression of the mitochondrial superoxide dismutase 2 (SOD2) and peroxiredoxin 3 (PRDX3) ROS scavengers. However, silencing MUC1-C had little if any effect on expression of these anti-oxidant enzymes (Figure S6). Targeting MUC1-C with GO-203 treatment of BT-549 mammospheres further demonstrated increases in superoxides by MitoSOX staining (Figure 6D) that were confirmed in individual CSCs by flow cytometry (Figure 6E). Similar results were obtained from MDA-MB-436 mammospheres treated with GO-203 and stained with MitoSOX (Figure 6F). Excessive ROS production is associated with disruption of the mitochondrial membrane potential (MMP) and cell death.^60^ Consistent with that association, staining with the membrane-permeant JC-1 dye demonstrated that targeting MUC1-C with GO-203 in BT-549 (Figure 6G) and MDA-MB-436 (Figure 6H) 3D cells decreases the red/green fluorescence intensity ratio as evidence of mitochondrial depolarization. Moreover, GO-203-induced loss of the MMP was associated with CSC death (Figures 6I and 6J), in support of CSC dependence on MUC1-C to maintain mitochondrial function and thereby self-renewal capacity. These findings indicate that TNBC CSCs are largely dependent on MUC1-C for suppression of mtDNA gene expression and superoxide production to maintain redox balance and survival; however, we do not exclude the possibility that they could also be attributed to dysregulation of uncoupling protein expression in mitochondria.

**Figure 6:**
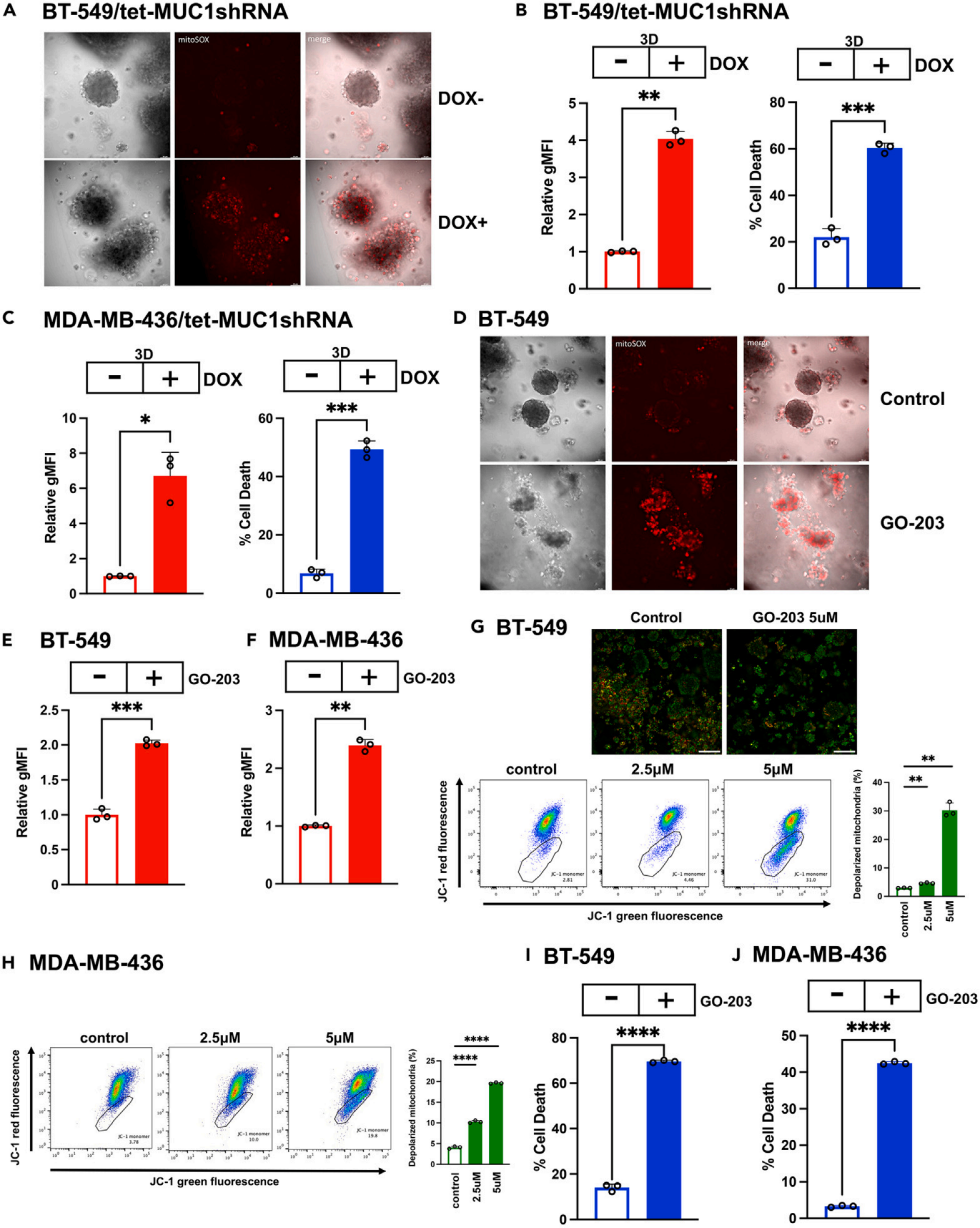
MUC1-C suppresses superoxide production in CSCs (A) BT-549/tet-MUC1shRNA mammospheres treated with vehicle or DOX for 10 days were stained with MitoSOX Red. Shown are representative fluorescence microscopy images. (B and C) BT-549/tet-MUC1shRNA (B) and MDA-MB-436/tet-MUC1shRNA (C) mammospheres were treated with vehicle or DOX for 10 days. MitoSOX Red flow cytometry data (mean ± SD of 3 determinations) are expressed as relative geometric mean fluorescence intensity (gMFI) compared to that obtained for vehicle-treated cells (assigned a value of 1)(left). Trypan blue staining results (mean ± SD of 3 determinations are expressed as the % cell death (right). (C) MitoSOX Red flow cytometry data in MDA-MB-436/tet-MUC1shRNA mammospheres treated with vehicle or DOX for 10 days. The results (mean ± SD of 3 determinations) are expressed as fold-change of gMFI for the mammosphere cells (left). MDA-MB-436/tet-MUC1shRNA mammospheres treated with vehicle or DOX for 10 days were monitored for cell death by trypan blue staining. The results are expressed as the % cell death (mean ± SD of 3 determinations)(right). Asterisks represent ∗p ≤ 0.05, ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001. (D) BT-549 mammospheres treated with vehicle or 5 μM GO-203 for 3 days were stained with MitoSOX Red. Shown are representative fluorescence microscopy images. (E and F) BT-549 (E) and MDA-MB-436 (F) mammospheres were treated with vehicle or 5 μM GO-203 for 3 days. MitoSOX Red flow cytometry data (mean ± SD of 3 determinations) are expressed as relative geometric mean fluorescence intensity (gMFI) compared to that obtained for vehicle-treated cells (assigned a value of 1). The results (mean ± SD of 3 determinations) are expressed as fold-change of gMFI for the mammophere cells. Asterisks represent ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001. (G) BT-549 mammospheres treated with vehicle or the indicated GO-203 concentrations for 3 days were stained with JC-1. Fluorescence images are shown for the control and GO-203-treated cells (upper panels). The JC-1 stained mammosphere cells were analyzed by flow cytometry for assessment of JC-1 red vs. green emission as a measure of the MMP (lower panels). The results (mean ± SD of 3 determinations) are expressed as the % depolarized mitochondria (JC-1 monomers). Asterisks represent ∗∗p ≤ 0.01. (H) MDA-MB-436 mammospheres treated with vehicle or the indicated GO-203 concentrations for 3 days were stained with JC-1. The JC-1 stained mammosphere cells were analyzed by flow cytometry for assessment of JC-1 red vs. green emission. The results (mean ± SD of 3 determinations) are expressed as the % depolarized mitochondria (JC-1 monomers). Asterisks represent ∗∗∗∗p ≤ 0.0001. (I and J) BT-549 (I) and MDA-MB-436 (J) mammospheres treated with vehicle or 5 μM GO-203 for 3 days were monitored for cell death by trypan blue staining. The results (mean ± SD of 3 determinations) are expressed as the % cell death. Asterisks represent ∗∗∗∗p ≤ 0.0001.

### MUC1-C regulates distinct subpopulations of glycolytic- and OXPHOS-enriched CSCs

To determine if MUC1-C dictates glycolytic and OXPHOS pathways within the same or different CSCs, we performed scRNA-seq on isolated BT-549 mammospheres. The scRNA-seq data were filtered to remove dying cells and predicted cell doublets (Figure S7A). Consistent with bulk RNA-seq findings, knockdown of MUC1-C in BT-549 mammosphere cells drives substantial transcriptomic remodeling as indicated by nearly discrete clustering of MUC1-C silenced versus control single cells (Figure S7B). Graph-based nearest neighbor clustering identified 20 unique clusters with distinct transcriptomic signatures across both samples (Figures 7A and S7C). Furthermore, differential gene expression comparing MUC1-C silenced and control conditions displayed significant concordance between bulk- and scRNA-seq analyses (Figure S7D). Expression of MUC1-C was heterogeneous across control cells compared with consistent loss in MUC1-C knockdown cells (Figure 7B). As observed in the bulk RNA-seq studies, silencing MUC1-C downregulated key glycolysis genes (*HK2*, *SLC2A1/GLUT1*, and *PFKL*) (Figures 7B and 7C). Downregulation of MUC1-C also resulted in notable, uniform suppression of the integral glycolysis PGAM1 enzyme (Figures 7B and 7C). Moreover, silencing MUC1-C increased TFAM and decreased mTERF3 expression (Figures 7B and 7C). Notably, in MUC1-C-low cells, the combination of TFAM-high/mTERF3-low expression coincided with upregulation of mtDNA encoded genes, including *ND1* and *COX2* (Figure 7C). Normalized expression confirmed that these effects of silencing MUC1-C on critical components of glycolysis and the ETC are highly significant and associated with decreases in expression of the CD44 and ALDH2 stemness markers (Figure 7C). The differential single-cell gene expression profiles provided sufficient granularity to identify distinct, and mutually exclusive, functional clusters by GSEA (Figures 7A and S7E). Clusters 5 and 6 were specifically enriched for HALLMARK glycolysis, mTORC1 signaling, and hypoxia signatures; whereas, clusters 1, 3, 7, 12, and 19 represent cells with high OXPHOS and MYC regulated HALLMARK signatures (Figures 7D and S7E). Although cluster 11 is highly enriched for a glycolytic signature, further analysis suggested that these cells may be dying as evidenced by high expression of heat shock protein, HSPA5, and long non-coding RNAs, NEAT1, and MALAT1 (Figure S7C). Consistent with the bulk RNA-seq data, loss of MUC1-C expression was associated with significant downregulation of the HALLMARK_GLYCOLYSIS signature (Figure S7F). Moreover, glycolysis and OXPHOS signatures were inversely correlated and this tendency was conserved with alterations of MUC1 expression (Figures 7D and 7E). Along these lines, further analysis revealed a significant positive association between MUC1 and HK2 expression that drives enrichment of the HALLMARK_GLYCOLYSIS signature in MUC1-high and HK2-high cells (Figure 7F). We also found that the signature of mtDNA encoding ETC genes is significantly elevated upon MUC1 knockdown in association with upregulation of TFAM and downregulation of mTERF3 expression (Figures 7G and 7H). These findings indicate that CSCs are metabolically heterogeneous and MUC1-C is a key regulator of metabolic reprogramming between the glycolysis and OXPHOS phenotypes.

**Figure 7:**
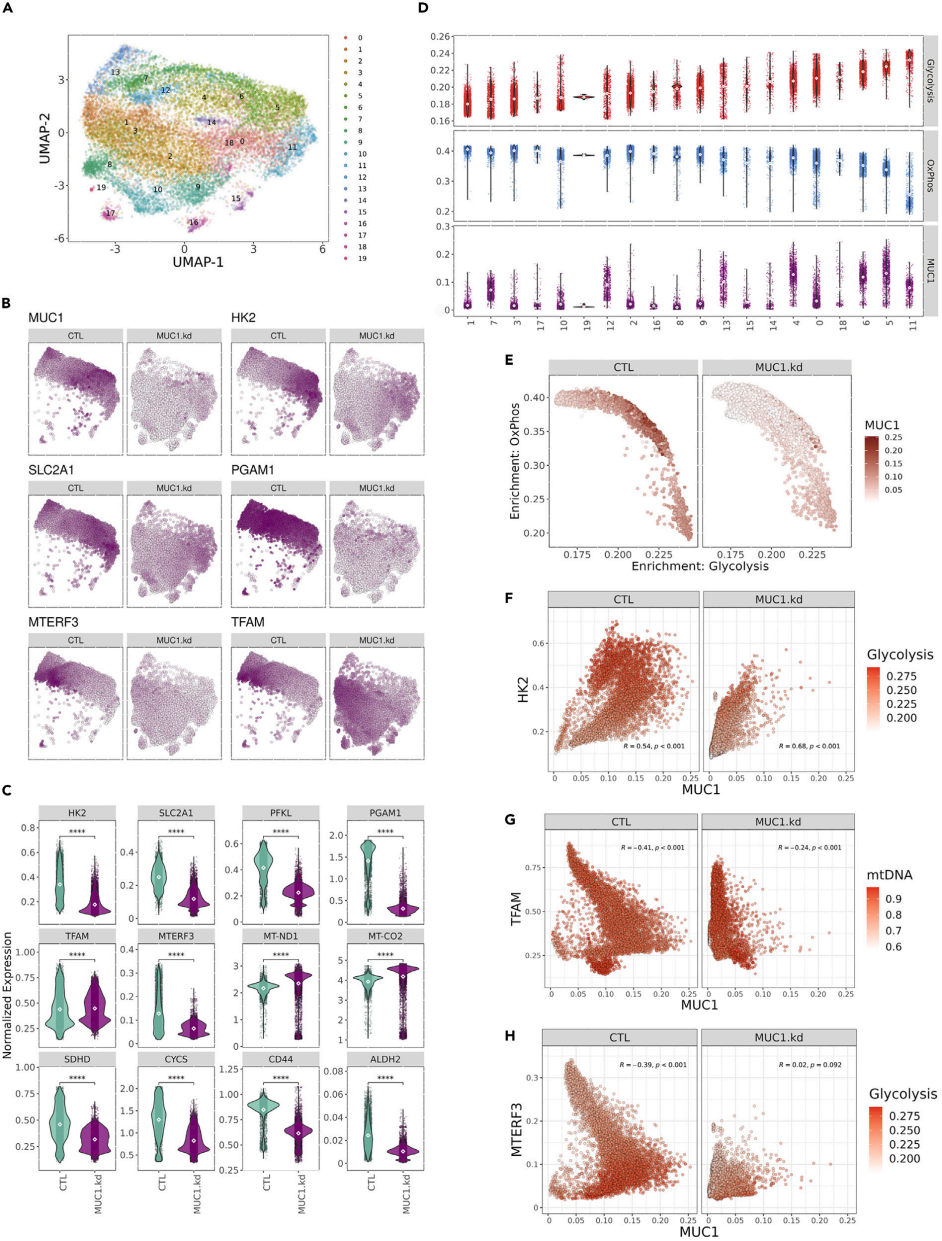
Single-cell RNA-seq identifies metabolic heterogeneity in mammosphere CSCs that associates with MUC1 expression (A) UMAP visualization of cells and clusters identified. (B) Expression feature plots of select genes associated with glycolysis (HK2, SLC2A1, and PGAM1) and transcriptional regulators of mitochondrial DNA (TFAM and MTERF3) visualized by UMAP representation reveal metabolic heterogeneity within passaged sphere cells. (C) Expression of glycolytic genes (HK2, SLC2A1, PFKL, and PGAM1), mitochondrial transcriptional regulators (TFAM and MTERF3), mitochondrial encoded components of ETC (MT-ND1 and MT-CO2), nuclear encoded components of ETC (SDHD and CYCS), and stemness genes (CD44 and ALDH2) associate with MUC1 status in passaged sphere cells. (D) Metabolic signature scores and MUC1 expression levels across clusters. (E) Comparison of single-cell HALLMARK_GLYCOLYSIS and HALLMARK_OXIDATIVE_PHOSPHORYLATION signature scores within individual cells. Color represents MUC1 expression within individual cells. (F) Correlation of HK2 and MUC1 expression across CTL or MUC1 knockdown passaged sphere cells with color intensity representing HALLMARK_GLYCOLYSIS signature scores. (G) Comparison of TFAM and MUC1 expression in CTL or MUC1 knockdown passaged sphere cells. Color represents overall signature of ETC genes encoded by the mitochondrial genome. (H) Correlation of MTERF3 expression and MUC1 expression with color intensity indicating HALLMARK_GLYCOLYSIS enrichment score.

## Discussion

Aerobic glycolysis and mitochondrial metabolism have been extensively studied in cancer cells growing as monolayers in 2D culture and as tumors^27^^,^^61^^,^^62^; whereas, less is known about the intersection of glycolytic and mitochondrial pathways in 3D cells. In the present work, serially passaged TNBC mammospheres were isolated as an approach for performing such studies on enriched CSCs. In this way, we found that TNBC CSC 3D vs. 2D cells are dependent on MUC1-C for (i) induction of genes encoding EMT-TFs, BMI1, SOX2, and MYC, (ii) self-renewal capacity, and (iii) tumorigenicity. MUC1-C is activated in barrier tissues by loss of homeostasis.^2^ As a result, MUC1-C induces inflammatory, remodeling, and repair responses associated with wound healing that, if prolonged as in settings of chronic inflammation, are established in promoting carcinogenesis.^2^ The wound healing response involves activation of glycolysis to maintain redox balance.^63^ We found that MUC1-C activates the glycolytic pathway in CSCs, which may relate to irreversible establishment of this pathway in the progression of chronic inflammation to cancer.^2^ Specifically, targeting MUC1-C genetically and pharmacologically in CSCs downregulated expression of *SLC2A1/GLUT1*, *HK2*, and other glycolytic genes. MUC1-C drives the CSC state in part by interacting with the MYC HLH-LZ domain that regulates MYC-mediated gene transcription.^48^ As a consequence, MUC1-C promotes binding of MYC to target genes involved in epigenetic reprogramming and chromatin remodeling.^2^^,^^10^^,^^48^^,^^64^ The present studies demonstrate that MUC1-C is necessary for MYC occupancy on the *SLC2A1/GLUT1* and *HK2* promoter regions and thereby induction of GLUT1 and HK2 expression. Direct binding of MUC1-C to MYC is dependent on the redox-regulated CQC motif in the MUC1-C cytoplasmic domain,^2^^,^^48^ indicating that MUC1-C and MYC could function in concert in the response of CSCs to changes in redox balance. Notably, however, MUC1-C-dependent, MYC-independent signaling was identified for induction of other genes, such as *PFKL*, *ALDOA*, and *ENO2*, that are essential for driving glycolysis and are upregulated in cancer.^43^ Additionally, scRNA-seq revealed that loss of MUC1-C results in marked suppression of PGAM1, which is essential for glycolytic flux and anabolic pathways of nucleotide and amino acid synthesis necessary for cancer cell biogenesis.^65^

Reports of CSC metabolic properties have been conflicting.^66^ CSCs have been associated with dependence on glycolysis and decreases in ROS levels.^67^^,^^68^^,^^69^ By contrast, CSCs have also been shown to display higher rates of oxygen consumption and ROS production compared to non-CSCs.^70^^,^^71^ Increases in mtROS, largely in the form of superoxides, result from leakage of electrons at Complexes I, III, and IV.^72^ The present results demonstrate that, analogous to the glycolytic pathway, MUC1-C regulates nuclear genes encoding effectors of Complexes I–V that are essential for OXPHOS.^50^^,^^51^^,^^52^ These findings supported a role for MUC1-C in controlling electron transfer and thereby potentially increasing mtROS levels. Intriguingly, however, we found that MUC1-C suppresses the expression of mtDNA genes encoding components of Complexes I–V. This imbalanced MUC1-C function in regulating nuclear genes encoding ETC components and repressing mtDNA genes could lead to complex misassembly, which has been linked to longevity and cancer progression.^72^ MUC1-C-dependent repression of mtDNA genes involved the light and heavy strands, consistent with a mechanism involving the mtDNA promoter region. Indeed, we found that MUC1-C suppresses expression of TFAM, a member of the HMGB family of DNA binding factors that controls mtDNA transcription initiation.^57^ Adding to the potential complexity in the regulation of effectors that control mtDNA transcription, our results further demonstrate that MUC1-C is necessary for expression of the mTERF3 terminating factor, which could cooperate with the downregulation of TFAM in repressing mtDNA gene transcription. Subsequent studies will now be needed to determine if these findings in TNBC CSCs extend to other types of cancers.

Activation of the glycolytic pathway in cancer cells has been associated with the capacity to attenuate the accumulation of ROS and thereby alleviate oxidative and replicative stress that confer resistance to treatment.^73^ In other studies of cancer cells, abrogation of the glycolytic pathway has indicated that OXPHOS is sufficient for sustaining redox and energetic requirements.^27^^,^^74^^,^^75^ Despite these apparent discrepancies, one notion is that aerobic glycolysis and OXPHOS are both of importance for cancer progression.^26^^,^^51^^,^^76^ Along this line of thinking, we found that the glycolytic and OXPHOS pathways are differentially regulated in 3D vs. 2D cells, which could hold important implications for interpreting studies of metabolic reprogramming in cancer cell models. In addition, the present findings provide support for a model in which MUC1-C regulates glycolysis and OXPHOS in distinct clusters of CSCs. In this regard, we found that CSCs are dependent on MUC1-C-induced glycolysis as evidenced by the demonstration that 2DG treatment inhibits self-renewal. We also found that CSCs are dependent on MUC1-C-driven repression of the ETC, as targeting MUC1-C with silencing and GO-203 treatment suppresses self-renewal by inducing superoxide production, loss of the MMP, and death. In summary, our findings in TNBC cells indicate that MUC1-C drives CSC self-renewal by integrating the activation of glycolysis in certain subpopulations with suppression of OXPHOS in others. Expression of MUC1 in TNBCs associates with depletion of immune effectors in the tumor microenvironment (TME).^77^^,^^78^ Aerobic glycolysis has been linked to dysregulation of the TME.^79^ Therefore, additional studies will be needed to determine if the effects of MUC1-C on glycolysis and OXPHOS contribute to immunosuppression or other alterations in the TME. Additional studies will also be needed to further assess the role of MUC1-C in coupling the CSC state with metabolic reprogramming, which may also contribute to understanding involvement of the Warburg effect in cancer progression.^61^^,^^80^

### Limitations of the study

These studies were performed on enriched populations of TNBC CSCs as defined by serial passage of mammospheres with increasing capacity for self-renewal and tumorigenicity. One limitation of this work is that the enriched CSCs may not be representative of purified CSC populations. To address this limitation in part, we performed scRNA-seq on serially passaged mammosphere cells and confirmed our results from bulk RNA-seq studies of enriched mammospheres. Another limitation is that MUC1-C-dependent upregulation of aerobic glycolysis and suppression of OXPHOS in these enriched TNBC CSC populations may not extend to CSCs selected by different methods and from other tumor types. MUC1-C has been shown to drive the CSC state across pan-cancers. Subsequent studies are needed to determine if this dependency on MUC1-C in other settings is associated with integration of aerobic glycolysis and OXPHOS to maintain CSC redox balance and thereby self-renewal capacity.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-MUC1-C	Thermo Fisher Scientific	Cat # MA5-11202; RRID:AB_11000874
Anti-ZEB1	Cell Signaling Technology	Cat #3396; RRID:AB_1904164
Anti-TWIST1	Abcam	Cat #ab50887; RRID:AB_883294
Anti-BMI1	Cell Signaling Technology	Cat #6964; RRID:AB_10828713
Anti-MYC	Abcam	Cat #ab32072; RRID:AB_731658
Anti-SOX2	Cell Signaling Technology	Cat #3579; RRID:AB_2195767
Anti-β-actin	Sigma-Aldrich	Cat #A5441; RRID:AB_476744
Anti-GLUT1	Abcam	Cat #115730; RRID:AB_10903230
anti-HK2	Cell Signaling Technology	Cat #2867; RRID:AB_2232946
anti-SDHD	NOVUS Biologicals	Cat #NBP2-83506
anti-cytochrome c	Proteintech	Cat #10993-1-AP; RRID:AB_2090467
anti-ND1	Proteintech	Cat #19703-1-AP; RRID:AB_10637853
anti-COX2	Proteintech	Cat #55070-1-AP; RRID: AB_10859832
anti-TFAM	Cell Signaling Technology	Cat #8076S; RRID:AB_1094911
anti-TFB2M	Proteintech	Cat #24411-1-AP; RRID:AB_2879530
anti-mTERF3	Abcam	Cat #230232
anti-SOD2	Cell Signaling Technology	Cat #13141; RRID: AB_2636921
anti-PRDX3	Proteintech	Cat #10664-1-AP; RRID: AB_2284207

**Bacterial and virus strains**		

Lentiviral particles for MUC1 shRNA	This paper	N/A
Lentiviral particles for MYC shRNA	This paper	N/A
Lentiviral particles for MUC1 shRNA#2	This paper	N/A
Lentiviral particles for control shRNA	This paper	N/A

**Chemicals, peptides, and recombinant proteins**		

Lipofectamine 3000 Reagent	Invitrogen	Cat #L3000008
Trizol Reagent	Invitrogen	Cat #15596018
Puromycin	InvivoGen	Cat #ant-pr-1
Geneticin	Invitrogen	Cat #10131035
GO-203	This paper	N/A
2-DG	Selleck	Cat #S4701
Doxycycline	Millipore Sigma	Cat #24390-14-5
TrypLE Express	Thermo Scientific	Cat #12604013
TRIzol	Invitrogen	Cat #15596-018
Halt™ Protease Inhibitor Cocktail (100X)	Thermo Fisher Scientific	Cat #78430
Dynabeads Protein G	Thermo Fisher Scientific	Cat #10003D
Heparin Solution	Stemcell Technologies	Cat #ST-07980

**Critical commercial assays**		

Power SYBR Green PCR Master Mix	Applied Biosystems	Cat #4367659
High Capacity cDNA Reverse Transcription Kit	Applied Biosystems	Cat #4368814
DNeasy Blood & Tissue Kit	QIAGEN	Cat #69504
MammoCult Human Medium Kit	Stemcell Technologies	Cat #ST-05620
AlamarBlue Cell Viability Reagent	Thermo Scientific	Cat #DAL1100
PureLink HiPure Plasmid DNA Purification Kit	Invitrogen	Cat #K210007
TruSeq Stranded mRNA Kit	Illumina	Cat #20020594
Glucose Uptake-Glo Assay	Promega	Cat #J1341
Luminescent ATP Detection Assay Kit	Abcam	Cat #ab113849
MitoTracker Green	Cell Signaling Technology	Cat #9074
MitoSOX Red	Thermo Fisher Scientific	Cat #M36008
MitoProbe JC-1 Assay Kit	Thermo Fisher Scientific	Cat #M34152
Zombie Aqua™	BioLegend	Cat #423101
MycoAlert Mycoplasma Detection Kit	Lonza	Cat #LT07-118

**Deposited data**		

RNA-seq	NCBI GEO	GSE222377
scRNA-seq	NCBI GEO	GSE230308

**Experimental models: Cell lines**		

BT-549	ATCC	CVCL_1092
MDA-MB-436	ATCC	CVCL_0623
HEK293T	ATCC	CVCL_0063
BT-549/tet-CshRNA	This paper	N/A
BT-549/tet-MUC1shRNA	This paper	N/A
BT-549/CshRNA	This paper	N/A
BT-549/MUC1shRNA	This paper	N/A
MDA-MB-436/tet-CshRNA	This paper	N/A
MDA-MB-436/tet-MUC1shRNA	This paper	N/A
BT-549/tet-MYCshRNA	This paper	N/A

**Experimental models: Organisms/strains**		

NSG mice	Jackson Laboratory	N/A
Nude mice	Jackson Laboratory	N/A

**Oligonucleotides**		

MUC1shRNA	SIGMA	TRCN0000122938
MYCshRNA	SIGMA	TRCN0000039642
MUC1shRNA#2	SIGMA	TRCN0000430218
CshRNA	Millipore Sigma	N/A
Primers for real-time PCR, see Table S1	This paper	N/A
Primers for ChIP-PCR, see Table S2	This paper	N/A

**Software and algorithms**		

FlowJo v10.6.2	BD Biosciences	N/A
GraphPad Prism9	Dotmatics	N/A
R package	CRAN	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to the lead contact, Prof. Donald Kufe, Dana-Farber Cancer Institute, 450 Brookline Ave., Boston, MA 02215, USA. E-mail: .

#### Materials availability

The study did not generate new unique reagents and there are no restrictions to availability.

### Experimental model and study participant details

#### Cell and culture conditions

Human BT-549 BRCA1 wild-type TNBC (CVCL_1092, ATCC) cells were cultured in RPMI1640 medium (Thermo Fisher Scientific, Waltham, MA, USA) containing 10% fetal bovine serum (FBS; GEMINI BioProducts, West Sacramento, CA, USA), 100 μg/ml streptomycin, 100 U/ml penicillin and 10 μg/ml insulin. MDA-MB-436 BRCA1 mutant TNBC (CVCL_0623, ATCC) cells were cultured in RPMI1640 medium containing 10% FBS, 100 μg/ml streptomycin and 100 U/ml penicillin. Cells were treated with the MUC1-C inhibitor GO-203.^16^^,^^19^ Cell authentication was performed using short tandem repeat analysis every 3–4 months. The cells were monitored for mycoplasma contamination every 3–4 months using the MycoAlert Mycoplasma Detection Kit (Lonza, Rockland, MA, USA). Cells were maintained in culture for 3–4 months for performing experiments.

### Method details

#### Mammosphere formation assay

Cells growing in 2D culture were seeded at 2.5–5×10^3^/well in 6-well ultra-low attachment culture plates (Corning, Glendale, AZ, USA) using the MammoCult Human Medium Kit (Stemcell Technologies, Cambridge, MA, USA).^19^ Mammospheres with diameters >100 μm were counted in triplicate under an inverted microscope. Mammospheres with diameters >100 μm were isolated and disrupted in the presence of TrypLE Express (Thermo Scientific, Rockford, IL, USA) into single-cell suspensions, which were counted and then reseeded into mammocult medium for serial passage. Sphere forming efficiency (SFE) was determined as the percentage of seeded cells that formed mammospheres. Cell viability was assessed by AlamarBlue (Thermo Scientific) staining and fluorescence intensity (560 nm excitation/590 nm emission).

#### Gene silencing and rescue

MUC1shRNA (MISSION shRNA TRCN0000122938), MYCshRNA (MISSION shRNA TRCN0000039642) and a control scrambled shRNA (CshRNA)(Millipore Sigma) were inserted into pLKO-tet-puro (Plasmid #21915; Addgene, Cambridge, MA, USA; RRID:Addgene_32017).^19^ CshRNA, MUC1shRNA, MYCshRNA, MUC1shRNA#2 (MISSION shRNA TRCN0000430218) were produced in HEK293T cells (RRID:CVCL_0063).^19^ Flag-tagged MUC1-CD was inserted into pInducer20 (plasmid #44012, Addgene).^19^ Vector-transduced cells were selected in the presence of 1–2 μg/ml puromycin. Cells were treated with 0.1% DMSO as the vehicle control or 500 ng/ml doxycycline (DOX; Millipore Sigma) for inducible gene silencing.

#### Real-time quantitative reverse-transcription PCR (qRT-PCR)

Total RNA was isolated using TRIzol (Invitrogen, Carlsbad, CA, USA). cDNAs were synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Grand Island, NY, USA). Samples were ampli- fied using the Power SYBR Green PCR Master Mix (Applied Biosystems) and the CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, Hercules, CA, USA). Primers used for qRT-PCR and gPCR are listed in Table S1.

#### Immunoblot analysis

Whole cell lysates were prepared in RIPA buffer containing protease inhibitor cocktail (Thermo Fisher Scientific, Waltham, MA, USA).^19^ Immunoblotting was performed with anti-MUC1-C (#MA5-11202, 1:100; Thermo Fisher Scientific), anti-ZEB1 (#3396, 1:1000 dilution; Cell Signaling Technology (CST), Danvers, MA, USA), anti-TWIST1 (ab50887, 1:1000 dilution; Abcam, Waltham, MA, USA), anti-BMI1 (#6964, 1:1000 dilution; CST), anti-MYC (#ab32072, 1:1000 dilution; Abcam), anti-SOX2 (#3579, 1:1000 dilution; CST), anti-GLUT1 (#ab115730, 1:100000 dilution; Abcam), anti-HK2 (#2867, 1:1000 dilution; CST), anti-SDHD (#NBP2-83505, 1:1000, NOVUS Biologicals, Centennial, CO, USA), anti-cytochrome c (#10993, 1:4000 dilution; Proteintech; Rosemont, IL, USA), anti-ND1 (#19703, 1:1000 dilution; Proteintech), anti-COX2 (#55070, 1:5000 dilution; Proteintech), anti-TFAM (#8076, 1:1000 dilution; CST), anti-TFB2M (#24411, 1:500 dilution; Proteintech), anti-mTERF3 (#ab230232, 1:1000 dilution; Abcam), anti-SOD2 (#13141, 1:1000 dilution; CST), anti-PRDX3 (#10664, 1:2000 dilution; Proteintech), and anti-β-actin (A5441; 1:50000 dilution; Sigma, St. Louis, MO, USA).

#### Mouse tumor model studies

Six-week-old female NSG mice (Jackson Laboratory, Bar Harbor, ME, USA) were injected subcutaneously into the flank with the indicated numbers of BT-549 2D cultured and passaged mammosphere cells in 100 μl of a 1:1 solution of medium and Matrigel (BD Biosciences). The mice were monitored for the appearance of palpable tumors and sacrificed when tumor volumes reached 1000 mm^3^. Alternatively, when the mean BT-549 passaged mammosphere-derived tumor volume reached ∼250 mm^3^, the mice were pair-matched into groups and treated intraperitoneally with PBS or GO-203 (12 μg/gm body weight) daily for 70 days. Tumor measurements and body weights were recorded twice per week. For serial dilution tumor initiation assays, the indicated numbers of MDA-MB-436 2D and passaged mammosphere cells were implanted into the left and right flanks, respectively, of six-week-old female nude mice (Jackson Laboratory). These studies were conducted in accordance with the ethical regulations required for approval by the Dana-Farber Cancer Institute Animal Care and Use Committee (IACUC) under protocol 03–029.

#### RNA-seq analysis

Total RNA from cells cultured in triplicate was used to generate RNA-seq datasets.^19^ Briefly, TruSeq stranded paired-end sequencing was perfomed on an Illumina NovaSeq 6000. Reads were aligned to the human reference genome (GRCh38) using the STAR aligner (version 2.7.9a)^81^ and transcripts were quantified by *featureCounts* from the Subread package (version 2.0.1).^82^ Normalization and differential expression analysis were completed with DESeq2 in the R computing environment.^83^ Differential expression rank order for Gene Set Enrichment Analysis (GSEA) was performed using the fgsea package in R.^84^ Gene set variation analysis (GSVA) was performed using the GSVA package.^19^ Hallmark and Wikipedia (WP) Gene Signatures were obtained from the Molecular Signatures Database (MSigDB). Transcriptional regulator and motif enrichment analyses were performed using epigenetic Landscape in Silico deletion Analysis (LISA).^85^

#### MetaPhOR analysis

Transcriptional dysregulation of metabolic pathways was assessed with the R package, MetaPhOR, using bulk RNA-seq DEG lists as input.^86^ Briefly, MetaPhOR scores the direction and magnitude of dysregulation for key metabolic pathways from Kyoto Encyclopedia of Genes and Genomes (KEGG) and Pathway Studio pathways using expression data. A bootstrapping method with random selection of 100,000 comparator scores was employed to assess statistical significance of dysregulated pathways.

#### Co-immunoprecipitation of nuclear proteins

Cells were washed with PBS and incubated in cell lysis buffer (10 mmol/L HEPES, pH 8.0, 1.5 mmol/L MgCl2, 0.5% NP40, and 10 mmol/L KCl) for 10 minutes at 4°C. The total cell lysates were centrifuged at 4,000 rpm for 5 minutes at 4°C and the pellets were incubated in nuclear lysis buffer (10 mmol/L HEPES pH 8.0, 1.6 mmol/L MgCl2, 0.5% NP40, 420 mmol/L NaCl, 0.2 mmol/L EDTA, and 25% glycerol) for 20 minutes at 4°C, and then sheared by passage through 20 to 26 gauge needles. After centrifugation at 13,000 rpm for 10 minutes, the supernatants were collected as nuclear lysates.^19^ Nuclear proteins were incubated with anti-MUC1-C (#MA5-11202; Thermo Fisher Scientific) at 4°C overnight and then precipitated with Dynabeads Protein G (10003D; ThermoFisher Scientific) for 2 hours at 4°C. Beads were washed twice with washing buffer (20 mmol/L Tris-HCl, pH 8.0, 0.2 mmol/L EDTA, 1.5 mmol/L MgCl_2_, 0.5% NP40, and 150 mmol/L NaCl) and once with 10% TE buffer (BM-304A; Boston BioProducts), and then resuspended in sample loading buffer.

#### Chromatin Immunoprecipitation (ChIP)

ChIP was performed on cells crosslinked with 1% formaldehyde for 5 min at 37°C, quenched with 2 M glycine, washed with PBS, and sonicated in a Covaris E220 sonicator to generate 300–600 bp DNA fragments.^19^ Immunoprecipitation was performed using a control IgG (#3900; CST), and anti-MYC (#ab32072; Abcam). Precipitated DNAs were detected by PCR using primers listed in Table S2. The immunoprecipitated DNA was quantified using SYBR-green and the CFX96 Touch Real-Time PCR Detection System (Bio-Rad).^19^ Data are reported as fold-enrichment relative to IgG levels.

#### Glucose uptake assays

Analysis of glucose uptake in CSCs was performed using the Glucose Uptake-Glo Assay according to the manufacturer’s instructions (Promega, Madison, WI, USA).

#### ATP assays

Measurement of intracellular ATP levels was performed using the Luminescent ATP Detection Assay Kit (#ab113849; Abcam) according to the manufacturer’s instructions.

#### Mitochondrial DNA quantification

Total DNA was extracted using a DNeasy Blood & Tissue Kit according to the manufacturer’s protocol (QIAGEN, Hilden, Germany). Relative mtDNA:nDNA ratio was calculated using the ΔΔCt method for the mitochondrial-encoded human tRNA-Leu(UUR) (Fwd: *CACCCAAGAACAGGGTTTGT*;_Rev: *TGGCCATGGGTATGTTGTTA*) and nuclear-encoded human B2M (Fwd: *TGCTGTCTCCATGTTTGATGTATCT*; Rev: *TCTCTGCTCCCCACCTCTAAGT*) genes.

#### Analysis of mitochondrial mass

MitoTracker Green stock solutions were diluted into prewarmed (37°C) PBS to a working concentration of 100 nM. Dead cells were stained with Zombie Aqua™ (BioLegend). Cells were analyzed by MACSQuant Analyzer 10 Flow Cytometer (Miltenyi Biotec, Waltham, MA). A total of 20,000 events were acquired for each sample. Data were analyzed with FlowJo v10.6.2 (BD Biosciences) software. Fluorescence was measured using the standard emission filters for green (FL-1 channel) fluorescence photomultipliers.

#### Analysis of mitochondrial superoxide levels

Cells were incubated with pre-warmed MitoSOX Red staining solution diluted in HBSS to a final concentration of 5 μM for 15 min at 37°C. MitoSOX Red stained mammospheres were mixed with Matrigel, placed on 35 mm glass-bottom dishes and analyzed using a Leica THUNDER Imager 3D Cell Culture microscope. For flow cytometry analysis, MitoSOX Red-stained mammosphere cells were washed and labeled with Zombie Aqua™ (BioLegend). Cells were analyzed by MACSQuant Analyzer 10 Flow Cytometer (Miltenyi Biotec). A total of 20,000 events were acquired for each sample. Data were analyzed with FlowJo v10.6.2 (BD Biosciences) software. Fluorescence was measured using the standard emission filters for red (FL-2 channel) fluorescence photomultipliers.

#### Analysis of mitochondrial membrane potential

Mammospheres were stained with 2 μM JC-1 (Thermo Fisher Scientific) for 30 min at 37°C. JC-1 stained mammospheres were mixed with Matrigel, placed on 35 mm glass-bottom dishes and analyzed using a Leica THUNDER Imager 3D Cell Culture microscope. For flow cytometry analysis, JC-1-stained mammosphere cells were washed and labeled with Zombie Aqua™ (BioLegend). Emission spectral overlap was corrected by compensation using carbonylcyanide m-chlorophenylhydrazone (CCCP). Cells were analyzed by MACSQuant Analyzer 10 Flow Cytometer (Miltenyi Biotec). A total of 20,000 events were acquired for each sample. Data were analyzed with FlowJo v10.6.2 (BD Biosciences) software. Fluorescence was measured using the standard emission filters for green (FL-1 channel) red (FL-2 channel) fluorescence photomultipliers.

#### Analysis of mammosphere CSC populations by scRNA-seq

Pelleted single-cell suspensions were washed in 1,000 ul of PBS plus 0.4% BSA, transferred to low-retention microcentrifuge tubes (Fisher Scientific, Hampton, NH, USA), and then centrifuged for 10 minutes at 300 g at 4°C. Pellets were resuspended in 800 ul of PBS plus 0.4% BSA, and cells were counted by eye using INCYTO C-Chip Neubauer Improved Disposable Hemacytometers (VWR International Ltd., Radnor, PA, USA). A total of > 10,000 cells per sample were loaded per channel of the Chromium Next GEM Chip K for processing on the 10x Chromium Controller (10x Genomics, Pleasanton, CA, USA) followed by cDNA generation and library construction, as per manufacturer’s instructions (Chromium Next GEM Single Cell 5ʹ Reagent Kits v2 User Guide, Rev E). Libraries were normalized and pooled for sequencing on an Illumina NextSeq 500 system using a 150 cycle Mid-Output flow cell (Illumina, Inc., San Diego, CA, USA) with run parameters 26, 10, 10, 90. Sequenced libraries were demultiplexed using *cellranger mkfastq* (Cell Ranger v6.1.1). As part of the *cellranger count* pipeline, demultiplexed libraries were aligned to the human transcriptome (excluding introns) based on the 10X Genomics pre-computed human reference, *GRCh38-2020-A*. Both raw and cell-associated gene expression feature matrices (cell barcodes x gene counts) were output for use in downstream analyses.

#### scRNA-seq raw data processing, quality control, and subsequent analyses

Raw sequence data demultiplexing, barcode processing, alignment (GRCh38) and filtering for true cells were performed using the Cell Ranger Single-Cell Software Suite (v6.0.0), yielding 23,535 cells (shCTL: 8,561 cells, shMUC1: 14,974 cells) with a mean of 22,239 reads/cell (90.15% mapping rate), median of 1,175 genes/cell, 19,831 total unique detectable genes, and 2,697 median UMI counts/cell. Subsequent filtering for high quality cells, and downstream analyses were performed using Seurat (v4)^87^ (Figure S7A). Genes expressed in less than 3 cells and cells that express less than 300 genes were excluded from further analyses. Additional filtering of cells was determined based on the overall distributions of total RNA counts (<80,000) and the proportion of mitochondrial genes (<10%) detected to eliminate potential doublets and dying cells, respectively. Additional detection of doublets was performed using Scrublet.^88^ Thresholding for doublet detection was set based on total distribution of doublet scores (doublet threshold = 0.25). Quantification of mitochondrial and ribosomal gene expression was calculated using the PercentageFeatureSet function, using gene sets compiled from the HUGO Gene Nomenclature Committee database. Ultimately, 6,806 cells were removed (28.92% of total cells) after quality control assessment, and 16,729 high quality cells (shCTL: 5,837 cells, shMUC1: 10,892 cells) were included in downstream analyses. Normalization and variance stabilization were conducted using regularized negative binomial regression (sctransform) implemented with Seurat. Principle component analysis (PCA) was performed on normalized data and optimal dimensionality of the dataset was decided by examination of the Elbow plot, as the total number of PCs where gain in cumulative variation explained was greater than 0.1% (PCs = 50). The FindNeighbors function was utilized that implements a graph based nearest neighbor clustering approach, and the FindClusters function was used to identify final cell clusters (n = 20) using a resolution of 0.08. UMAP was applied for non-linear dimensional reduction to obtain a low dimensional representation of cellular states. Differential expression between clusters or samples was determined using the MAST method^89^ via the FindMarkers function, using a minimum expression proportion of 25% and a minimum log fold change of 0.25 after correction for mitochondrial and ribosomal gene proportions. Cluster specific gene set enrichment was determined using enrichR, using the collection of HALLMARK pathway signatures.^90^ Single-cell gene set enrichment was performed by UCell,^91^ using gene sets reflecting glycolytic (HALLMARK_GLYCOLYSIS) and oxidative phosphorylation (WP_ETC_OXPHOS_MITOCHONDRIA) activity. Gene expression imputation was performed using MAGIC,^92^ with parameters knn = 15, t = 3.

### Quantification and statistical analysis

#### Statistical analysis

Each experiment was performed at least three times. Unpaired two-tailed Student’s t-tests were used to assess differences between the mean ± SD of two groups. p-values were considered significant at p < 0.05. Adjusted p values derived from the Benjamini-Hochberg method identified differentially expressed genes at a false discovery rate (FDR) < 0.1 for bulk RNA sequencing data. GraphPad Prism9 was used for all statistical analyses. Asterisks represent ∗p ≤ 0.05, ∗∗p ≤ 0.01, ∗∗∗p ≤ 0.001, ∗∗∗∗p ≤ 0.0001 with CI = 95%.

## Data Availability

• Total RNA-seq and Single-cell RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession number is listed in the key resources table. • This paper does not report original code. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request. • Total RNA-seq and scRNA-seq data reported here are available from the NCBI Gene Expression Omnibus (GEO) under accessions GSE222377 and GSE230308, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

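The data are bulk RNA-seq counts from 21 cultures of BT-549 cells, 3 in each of 7 conditions: 2D cells, 3D cells, 3D cells with GO-203, and tet-MUC1shRNA and tet-MYCshRNA mammospheres with vehicle or DOX. The authors deposited raw counts, 1 value per gene and library, made by aligning stranded paired-end reads to GRCh38 with STAR and counting them with featureCounts. The annotation release, the strand setting and the handling of reads that map to several places are not named in the paper's text. The table lists 42339 gene identifiers, 42252 of them with a symbol. It has no value for 6498 genes in the 2D and 3D libraries, 4952 in the tet-MUC1shRNA libraries, 5761 in the tet-MYCshRNA libraries and 7587 in the GO-203 libraries. The same genes lack a value in every library of such a block, and no listed gene has a total of 0 there, so these cells were read as 0. Gene positions are those of GENCODE release 44.

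Library totals ran from 38026597 to 99751717 counts, a ratio of 2.62, and the 10 most counted genes took 5.97% to 9.11% of a library. Counting error is therefore small for most genes, and the spread between cultures sets the precision. The 21 pairs of replicate libraries differed by more than sampling noise, with a chi-square per degree of freedom between 4.13 and 45.6. No batch, date or lane is given in the sample labels. The replicate numbers in the labels are the only pairing, and they number cell cultures, so fits with these numbers as a block were run as an alternative.

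Each pair of conditions was fitted on its own 6 libraries. In R 4.3.3, genes with low counts were removed with edgeR 4.0.16's filterByExpr, libraries were scaled by TMM factors, and edgeR's quasi-likelihood test was applied with Benjamini-Hochberg adjustment. Genes were called at an adjusted p below 0.1 and an absolute log2 fold change above 1.5, as in the legend of Figure 2A. Standard errors in the text and figures were not estimated separately. Each is the absolute log2 fold change divided by the square root of its F in edgeR's test. CPM values were scaled over the libraries of a comparison, and those of MUC1 and MYC over all 21, so a gene's value for the same 3D libraries can differ slightly between comparisons. The difference between MUC1 and MYC silencing was tested as an interaction over 12 libraries, and a gene counted as opposite when it passed these thresholds and its changes had opposite signs. Shared genes were tested with a two-sided Fisher's exact test over the genes tested in both comparisons.

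Gene lists were read from Figures 2E and 4B, since the gene set collections behind the paper's enrichment tests, and the MetaPhOR, GSVA and LISA resources, were not used here. They were tested with fgsea 1.28.0 on genes ranked by the signed square root of F, with adjustment over 16 tests and a threshold of 0.05. The smallest p it was set to give was 1.0e-10. The genes downregulated on MYC silencing formed a further list, tested in the other 3 comparisons. The pathway score was compared with 100000 random lists from the same expression deciles.

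The genes named are those of Figures 2E and 4B, those the results name beside MUC1-C or MYC, and for each comparison the 3 largest rises and 3 largest falls among called genes whose groups do not overlap and whose mean normalized count is at least 100. Some genes named in the paper's text are not reported here. A fold change against a group with at most 3 counts in every library was computed against that floor.

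The alternatives were DESeq2 1.42.0 in place of edgeR, RLE factors, library size alone, scaling without mtDNA genes, no filter beyond 1 count, at least 10 counts in every library, all 21 libraries in one fit, the replicate block, an absolute fold change above 1.5, an adjusted p below 0.05, vehicle-treated tet-MUC1shRNA mammospheres in place of 3D cells, camera from limma 3.58.1 in place of fgsea, and leaving out each library in turn. The DESeq2 fits took all genes with at least 1 count, without filterByExpr, so they change the test and the filter together. A pair of other rankings for fgsea was added after seeing the data. Each step was tested on simulated data, in which 200 genes were changed by a log2 of 2. The main fit recovered 99.5% of them and called 0 of the unchanged genes, and the interaction recovered 100% and called 2 unchanged genes. The changed genes were not low in counts, rose and fell in equal number, and changed by more than the log2 threshold of 1.5. Recovery of small, low-count or one-sided changes was therefore not tested. Tables were handled with data.table 1.17.8.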

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

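The tests of glucocorticoid, hypoxia and interferon genes were chosen after the largest changes had been seen, and the counts of genes found in mammospheres or in 2D cells alone after seeing the data. The comparisons, thresholds, alternatives and the rule for naming genes were set before the data were examined, and GLUL is named outside that rule.

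Between MUC1 and MYC silencing, 2768 of 21585 tested genes had estimates of opposite sign and passed the thresholds for the interaction. Of these, 1461 were down on MUC1 silencing and 1307 up. Neither change had to pass a threshold on its own, so a gene with hardly any change in one line can be among them. The replicate block gave 2637, where same-numbered cultures correlated at 0.02 and -0.10. Of 16 pairs of splits that part every same-numbered pair, 1 gave as many genes, the real one, and 16 pairs cannot give a smaller share. The 6 pairs that kept the real split in one line gave 654 to 1471 genes. The 9 pairs that kept it in neither line gave 0, with 150 to 357 genes of opposite change at an unadjusted p under 0.05 (edgeR), against 7102 in the real pair. Pairs of splits that keep same-numbered cultures together were not compared. A split other than the real one mixes vehicle and DOX libraries in both its groups. It keeps part of the real difference and widens the spread, so these counts do not show what chance alone would give.

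Of the named genes, 11 differed in this way, with 3 cultures per group. The difference in log2 fold change, MUC1 minus MYC silencing, was -2.26 for ALDOA, -3.60 for ENO2, -1.91 for PFKL, -4.88 for SLC2A5 and -2.24 for SLC2A4, and 1.91 for GOT2 and 1.51 for MT-ND1. It was -2.52 for ALDH2, -2.03 for TWIST1, -1.59 for ZEB1 and -3.33 for MUC1. The largest adjusted p among them was 9.5e-04, for SLC2A4, in edgeR's quasi-likelihood test. A difference in library scaling is one candidate explanation, and under each of 3 other scalings 11 of the 11 genes kept opposite signs. The 11 were chosen for opposite and large changes, and the scalings shift the median log2 fold change by at most 0.17, so this test could hardly have come out otherwise. MT-ND1 and ALDOA did not pass the threshold on MYC silencing alone. ALDOA shares exon bases with another gene. The lines also differ in passage, 6 against 8 in the labels, and that cannot be told apart from the effect of the shRNA.

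MUC1 itself rose on MYC silencing, from 69.0 ± 3.84 to 167 ± 27.7 CPM (SD, n = 3 each). Its smallest log2 fold change under the other scalings was 1.23. Those scalings shift the median log2 fold change on MYC silencing by at most 0.025 in either direction, so this test could hardly have come out otherwise. MYC silencing may raise the MUC1 transcript, but no library of a control shRNA with DOX was used here.

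The largest changes outside the genes the paper discusses were taken for each comparison. In 3D vs. 2D cells FKBP5, F3 and AKR1C2 ranked first among rises by edgeR's estimates, with log2 fold changes of at least 15.88, 11.29 and 9.55, since 2D libraries had at most 2, 0 and 0 counts. The ranking is uncertain for genes without counts in 2D cells, and GLUL, named after its value of 10.75 was seen, is above the bound for AKR1C2. FKBP5 was thus at least 60429-fold higher, F3 at least 2505-fold and AKR1C2 at least 749-fold. OR2T33, CCDC3 and OR2T8 ranked first among falls by the same estimates, with values of -8.19, -8.79 and -11.19, or at least 291-fold, 442-fold and 2344-fold lower. On MUC1 silencing MUCL1 (7.95), KRT6A (7.56) and GJA5 (6.18) rose most, and LINC03047 (-6.63), PNCK (-7.18) and CA9 (-8.15) fell most. The order of these falls is uncertain. DOX-treated libraries had at most 8 counts of LINC03047 and 20 of CA9. With each library left out in turn, LINC03047 ran from -11.00 to -5.87 and CA9 from -9.87 to -7.70. GO-203 changed KRT6A (2.79), CXCL13 (2.10), CCDC69 (2.08), NTSR1 (-2.32), MMP1 (-2.67) and MYH15 (-2.85). MYC silencing changed CNTNAP2 (at least 6.94), NTRK3 (6.61), SAMD9L (6.41), SEMA7A (-4.87), P2RX5 (-5.18) and RNVU1-31 (-6.10). P2RX5 shares 43.2% of its exon bases with another gene on its strand.

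Technical explanations were tested on these 24 changes. Under each of 3 other scalings 24 were called, after a correction for GC content and transcript length 24 passed the log2 threshold, and with libraries thinned to equal totals 24 were called. The 24 were chosen for their size, so these tests could hardly have removed them. Reads from other cells could not be tested from the counts.

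FKBP5 had 0 to 2 counts in 2D libraries and 80627 to 256816 in the 18 mammosphere libraries. A glucocorticoid in the mammosphere medium is a candidate explanation. A list of 20 other glucocorticoid targets, of which 18 were tested, had a normalized enrichment score of 2.01 in 3D vs. 2D cells (adjusted p = 3.2e-05, fgsea's permutation of genes), with 16 up and 1 down. The list also rose on MYC silencing (score 1.96, 13 up and 1 down of 18) and under GO-203 (1.71, 9 up and 2 down of 18), where no difference in medium is stated, so its rise does not by itself point to the medium. Its median log2 fold change was larger in 3D vs. 2D cells, at 2.73, than on MYC silencing (0.88) and under GO-203 (0.19), and on MUC1 silencing the score was -0.91 (adjusted p = 0.649, fgsea's permutation), with 11 up and 7 down of 19. The paper's text names the medium kit and heparin but not the full composition, and culture form and medium cannot be told apart. In all, 24 genes had at least 100 counts in every mammosphere library and at most 3 in every 2D library, and 4 genes the reverse. These counts were chosen after seeing the data. A difference of cell stock between 2D cells and mammospheres was not tested.

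CA9, a hypoxia target, was at 40.7 CPM with vehicle and 0.12 with DOX in the tet-MUC1shRNA line. Lower hypoxia signalling is a candidate explanation, and 22 of 22 other hypoxia targets fell (score -2.34, adjusted p = 1.2e-09, fgsea's permutation). The labels do not give the density or size of the mammospheres, and this remains a hypothesis.

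On MYC silencing interferon-response genes such as SAMD9L rose, and 18 of 18 other such genes were up (score 2.28). DOX or an expressed shRNA could be the source. On MUC1 silencing, with DOX and an shRNA as well, the score was 0.60, with 4 up and 7 down of 14, which goes against a general effect of DOX or of any shRNA. Under GO-203, without DOX or an shRNA, the score was 2.18, with 11 up and 0 down of 16, so neither is needed for a rise. The score was -1.90 in 3D vs. 2D cells, with 0 up and 17 down of 19. An effect of the MYC shRNA's own sequence was not tested.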

How the results depend on the processing

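In all, 194 results were recomputed under the alternatives that apply to each, 158 of them for named genes. Of the tests in this part, the rankings of genes by log2 fold change were chosen after results were seen. The cause was not tested for any change below.

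Gene counts moved most with the thresholds and filters. An absolute fold change above 1.5 gave 7489 genes in 3D vs. 2D cells, 6185 on MUC1 silencing, 1041 under GO-203 and 7514 on MYC silencing, 870 shared genes and 5992 genes of opposite change. At least 10 counts in every library gave 1614, 820, 47 and 1250 genes and 85 shared genes. Without a filter beyond 1 count 2606 genes were called on MUC1 silencing and 212 under GO-203. Under GO-203 DESeq2 called 72 and all 21 libraries in one fit 254. Fits that each left out one library gave 3419 to 3661, 1854 to 2153, 144 to 196 and 2212 to 2393 genes.

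The whole ETC list depended on the processing in 3 of the 4 comparisons. In 3D vs. 2D cells its score of -0.98 became 0.96 with DESeq2 and 0.89 with all 21 libraries in one fit, ran from -1.15 to 0.93 when each library was left out, and camera gave an adjusted p of 0.115 for a rise (limma). On MUC1 silencing the score of 1.76 was 1.23 in the fit of 21 libraries, and camera gave a fall with an adjusted p of 0.445. Under GO-203 the score of 1.46 became -1.36 with DESeq2, and camera gave a fall with an adjusted p of 0.115. Ranked by log2 fold change, the scores were 0.58, 0.92 and 0.85, and by DESeq2's log2 fold change 0.73, -0.55 and -0.45.

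The nuclear ETC list on MUC1 silencing, at -1.39, passed the threshold with DESeq2 (-1.58), without a filter (-1.61), in the fit of 21 libraries (-1.42) and in camera (adjusted p = 0.0125), changed sign with library size alone (0.66), and ran from -1.49 to -1.25 when each library was left out, past the threshold in 5 of these 6 fits. In 3D vs. 2D cells it lost the threshold with tet-MUC1shRNA vehicle libraries in place of 3D (1.04) and ranked by log2 fold change (1.28). The mtDNA list on MYC silencing passed it with DESeq2 (1.56), without a filter (1.74), in the fit of 21 libraries (1.71) and with the replicate block (1.65), and ran from 1.18 to 1.69 when each library was left out, past it in 3 of these 6 fits. The MYC-dependent list on MUC1 silencing passed it with library size alone (-1.17) and without a filter (-1.24). Ranking by DESeq2's log2 fold change took the mtDNA list in 3D vs. 2D cells (-1.61) and on MUC1 silencing (1.57), the glycolysis list under GO-203 (-1.13) and on MYC silencing (-1.31), and the nuclear ETC list under GO-203 (-1.11) out of the threshold.

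Among named genes, library size alone turned TFB2M (0.039) and MTERF3 (0.025) on MUC1 silencing and MTERF3 in 3D vs. 2D cells (-0.014). Leaving out one library turned MYC under GO-203 (-0.049 to 0.0088), LDHA under GO-203 (-0.11 to 0.012), MT-ND1 on MYC silencing (-0.16 to 0.056), TFB2M under GO-203 (-0.063 to 0.033) and BMI1 in 3D vs. 2D cells (-0.14 to 0.0034). Other changes for named genes, apart from leaving out a library, were 15 stronger and 10 weaker results, against 1220 that stayed on their side. The separate counts of up- and downregulated genes moved by more than 1.5 times in 22 cases and by less in 60, again apart from leaving out a library. In the fits that left out a library they moved by more in 1 case, upregulated genes under GO-203, and by less in 47.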

Differences from the paper's values

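The paper's counts of differentially expressed and shared genes lie within 1.5 times the counts found here with the thresholds of Figure 2A's legend. Its enrichment scores for the ETC signature do not. Fig. 4A shows a normalized enrichment score of about 1.7 for 3D vs. 2D cells, read by eye, against -0.98 here for the nuclear and mtDNA genes of Figure 4B together. For MUC1 silencing Fig. 4A shows about -1.4, read by eye, against 1.76 here. The nuclear genes alone had scores of 1.66 and -1.39 in these comparisons, close to the paper's. For the whole list, none of the alternatives set before the data were examined closed either gap. Among them camera, which gives no such score, had the paper's direction in both comparisons (adjusted p = 0.115 and 0.445, limma). Ranking genes by DESeq2's log2 fold change, chosen after seeing the values, gave scores of 0.73 and -0.55, of the paper's sign but smaller. For 3D vs. 2D cells, DESeq2 in place of edgeR (0.96), all 21 libraries in one fit (0.89) and the fit without 3D replicate 1 (0.93) also had the paper's sign.

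The paper states that ALDOA is upregulated by MYC silencing. Here its log2 fold change was 0.31, with an adjusted p of 0.258 from edgeR's quasi-likelihood test and overlapping groups of 3 libraries. Over the alternatives for ALDOA, MYC silencing, other than leaving out a library, the adjusted p from edgeR or DESeq2 ranged from 0.0687 to 0.368. It passed the threshold of 0.1 without a filter beyond 1 count (0.27, adjusted p = 0.0687, edgeR) and without MYCsh DOX replicate 1 (0.55, adjusted p = 6.3e-04, edgeR).

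The paper describes LDHA and LDHB as following the other glycolytic genes on targeting MUC1-C. Both fell on MUC1 silencing, but under GO-203 their log2 fold changes were -0.05 and -0.05, and no setting called either gene. The paper describes its MYC target signature as lost on targeting MUC1-C. The list used here, the genes downregulated on MYC silencing, had a score of -1.12 on MUC1 silencing (adjusted p = 0.139, fgsea's permutation of genes). The threshold was passed only with library size alone (-1.17) and without a filter beyond 1 count (-1.24), among the alternatives other than leaving out a library. That list is not the paper's, so the values do not compare like with like.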

Other observations

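The hypoxia and mtDNA tests were chosen after the changes they concern had been seen.

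RNA-seq values of genes that the paper measured by other means are given without explanation, as log2 fold changes with 3 cultures per group. The GO-203 libraries had 0.75 μM, below the doses in the legends of the paper's immunoblots and qRT-PCR with GO-203. Some of its silencing assays used a shorter DOX treatment, and its fall of MYC on targeting MUC1-C was measured as protein. The values here and the paper's therefore do not compare like with like. MYC had 0.25 on MUC1 silencing and -0.01 under GO-203. TFAM had 0.13 on MUC1 silencing, -0.15 under GO-203 and -0.95 on MYC silencing. TFB2M had -0.13, -0.02 and -1.15, and MTERF3 -0.14, 0.15 and -0.80, in the same order. The call of TFAM under GO-203 changed in 5 of the 6 fits that left out a library. SDHA (-0.39), CYC1 (-0.56), COX8A (-0.54) and ATP5MF (-0.37) fell on MUC1 silencing, NDUFA4 rose (0.25) and ATP5MC3 fell (-0.25). For ATP5MC3 the paper reports the opposite direction, a rise by qRT-PCR. Its log2 fold change ran from -0.27 to -0.08 over 8 alternatives, and its call changed in 1 of them. SDHA and COX8A share 21.7% and 35.4% of their exon bases with other genes on their strand. ZEB1, TWIST1 and BMI1 had -1.41, -1.20 and -0.79 on MUC1 silencing, and 1.14, 1.85 and -0.09 in 3D vs. 2D cells. Under GO-203, with each library left out in turn, ZEB1 ran from -0.16 to -0.10, TWIST1 from 0.07 to 0.15 and BMI1 from 0.09 to 0.16. On MYC silencing the mtDNA share of counts was 3.73% ± 0.356 with vehicle and 4.55% ± 0.565 with DOX (SD, n = 3 each; two-sided exact permutation test, p = 0.2).

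A hypothesis for the rise of glycolysis genes in 3D vs. 2D cells is hypoxia signalling within mammospheres. Other hypoxia targets had a score of 2.14, with 19 up and 3 down of 22, which is in line with it. Under GO-203 the hypoxia targets fell (score -1.96, 1 up and 12 down of 22), as did the glycolysis list (-2.37). On MYC silencing the hypoxia targets did not pass the threshold (score -1.18, adjusted p = 0.275, fgsea's permutation, 6 up and 10 down of 22). The glycolysis list still fell there (-2.03), so the lists did not always move together. Glycolysis genes are themselves hypoxia targets, however, so the effects of MUC1-C and of hypoxia on them cannot be told apart here. After a correction for GC content and transcript length the glycolysis list had scores of 2.24 in 3D vs. 2D cells and -2.30 on MUC1 silencing.

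mtDNA genes rose on MUC1 silencing, and DOX could act on mitochondria without the shRNA. GO-203, given without DOX, also raised them, with a score of 2.43, so DOX is not needed for a rise. Libraries without DOX cannot show what DOX did in the tet-MUC1shRNA line. The median log2 fold change was 0.59 under GO-203 and 1.21 on MUC1 silencing. In the tet-MYCshRNA line, with DOX at the same dose, it was 0.30. There 10 of the 13 genes were up and 0 down (score 1.53, adjusted p = 0.0724, fgsea's permutation). The rise was smaller in that line, but its shRNA differs, so a contribution of DOX remains open. After the correction for GC content and transcript length the mtDNA list had scores of -2.01 in 3D vs. 2D cells and 2.34 on MUC1 silencing. The uncorrected scores were 2.25 and -2.33 for the glycolysis list and -1.99 and 2.38 for the mtDNA list, so the correction hardly moved them and says little about GC content or length.

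Genes up in 3D vs. 2D cells tended to fall under GO-203, with a rank correlation across genes of -0.31. The same 3D libraries enter both comparisons, which could produce such a correlation. With tet-MUC1shRNA vehicle libraries in their place it was -0.14, and with tet-MYCshRNA vehicle libraries -0.27, so part of it may come from the shared libraries and the question stays open. Genes are not independent replicates.

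MYC silencing called more genes than GO-203. A difference in library size is a candidate explanation, but with libraries thinned to 38026597 counts MYC silencing still called 1766 genes and GO-203 called 108, a ratio of 16.4.

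Other splits of the libraries were fitted for each comparison. Each comparison has 4 splits, the real one included, that part every same-numbered pair, and the other 6 keep pairs together and were left out of these counts. As many genes were called in 1 of the 4 splits in each comparison, the real one. The glycolysis list had a score as far from 0 in 4 of the 4 splits in 3D vs. 2D cells, 2 on MUC1 silencing, 1 under GO-203 and 2 on MYC silencing. For the nuclear ETC list the numbers of splits were 2, 3, 2 and 2, for the mtDNA list 3, 1, 2 and 2, and for the whole ETC list 4, 1, 3 and 2. For the MYC-dependent list they were 3 in 3D vs. 2D cells, 2 on MUC1 silencing and 1 under GO-203 of 4 splits. The pathway score was as large in 1 of the 4 splits in 3D vs. 2D cells and 1 on MUC1 silencing. Of 16 pairs of splits, 1 gave as many shared genes and 1 as many glycolysis genes among them. With 4 splits the share cannot fall below 1 in 4, so these numbers alone could not have excluded a chance division. The 3 other splits of each comparison called at most 1 gene, with 87 to 491 genes at an unadjusted p under 0.05 (edgeR), and their pathway scores lay between 1.39 and 5.89 in absolute value, against 706 and 630 in the real splits. The list scores do reach such sizes in splits that call hardly any gene. Each of the other splits, however, mixes both conditions unequally in its groups. Part of the real difference then remains, while the spread within groups grows. The few calls, low pathway scores and high list scores of these splits therefore do not show what chance alone would give.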
